# Comprehensive transcriptome analysis of cochlear spiral ganglion neurons at multiple ages

**DOI:** 10.7554/eLife.50491

**Published:** 2020-01-08

**Authors:** Chao Li, Xiang Li, Zhenghong Bi, Ken Sugino, Guangqin Wang, Tong Zhu, Zhiyong Liu

**Keywords:** inner ear, spiral ganglion neuron, RNA-Seq, scrt2, celf4, cochlea, Mouse

## Abstract

Inner ear cochlear spiral ganglion neurons (SGNs) transmit sound information to the brainstem. Recent single cell RNA-Seq studies have revealed heterogeneities within SGNs. Nonetheless, much remains unknown about the transcriptome of SGNs, especially which genes are specifically expressed in SGNs. To address these questions, we needed a deeper and broader gene coverage than that in previous studies. We performed bulk RNA-Seq on mouse SGNs at five ages, and on two reference cell types (hair cells and glia). Their transcriptome comparison identified genes previously unknown to be specifically expressed in SGNs. To validate our dataset and provide useful genetic tools for this research field, we generated two knockin mouse strains: *Scrt2-P2A-tdTomato* and *Celf4-3xHA-P2A-iCreER-T2A-EGFP*. Our comprehensive analysis confirmed the SGN-selective expression of the candidate genes, testifying to the quality of our transcriptome data. These two mouse strains can be used to temporally label SGNs or to sort them.

## Introduction

Genome-wide profiling analyses such as RNA-Seq are being increasingly used for dissecting the mechanisms underlying cell-fate determination, development, and disease progression. RNA-Seq can be employed to address several developmental questions, including these two key questions: (1) Which genes are expressed specifically in one cell type but not others within one tissue and/or organ? (2) Which genes exhibit expression patterns that change dynamically at distinct developmental ages within the same cell type? RNA-Seq analyses fall within two main categories: the first is Bulk-Seq, where the data represent an average of gene-expression patterns from multiple cells (Ozsolak and Milos, 2011), and although this allows for vast sequencing coverage (or depth), the incurred cost is that variations among the pooled cells are obscured. The second is single-cell RNA-Seq, which enables assessment of gene expression at unprecedented single-cell resolution (Tang et al., 2013), but the coverage and detection sensitivity here are typically lower than those in Bulk-Seq. Because the two approaches complement each other in their strengths, the optimal strategy would be to run both Bulk-Seq and single-cell RNA-Seq, thus obtaining both sequencing depth and single-cell-resolution data. Notably, this combined approach was used in two recent studies examining mouse inner ear auditory and utricle cells (Jen et al., 2019; Yamashita et al., 2018).

In mouse cochlea, two types of hair cells (HCs) coexist: outer hair cells (OHCs) and inner hair cells (IHCs) and they differ in function and innervation (Kelley, 2006). Whereas OHCs act as sound amplifiers and are innervated by Type II cochlear spiral ganglion neurons (SGNs), IHCs form synapses with Type I SGNs. Type I SGNs can be divided into three subtypes, Ia, Ib, and Ic, as revealed by three recent single-cell RNA-Seq studies of mouse SGNs (Petitpré et al., 2018; Shrestha et al., 2018; Sun et al., 2018). Multiple genes, such as *Calb2*, *Pou4f1*, and *Lypd1*, show markedly different expression patterns across the three subtypes. However, these studies focused on transcriptomic differences among distinct SGN subtypes: no comparisons were performed between the transcriptomes of SGNs and non-SGN cells (i.e. HCs or glia). Thus, the identity of the genes that are specifically expressed in SGNs but not in other cell types within the inner ear remains unclear, as does the temporal dynamics of these genes during SGN differentiation (i.e. it is not known which genes show notable expression differences at distinct developmental stages). However, cell-type specificity and temporal specificity are both critical features that should be presented by genes that regulate SGN fate determination and maturation. Therefore, identification of the genes that possess these properties represents a critical first step that will enable the function of these genes to be studied. In addition to advancing our understanding of SGN development, identifying these key regulators will also likely facilitate studies focusing on regenerating degenerated or damaged SGNs from other cells such as cochlear glial cells (Noda et al., 2018).

Here, we addressed the aforementioned two questions, on cell-type specificity and temporal specificity of SGN genes, by employing bulk RNA-Seq covering mRNAs and other types of RNA (Liu et al., 2015). We manually picked SGNs at five distinct ages: embryonic day 15.5 (E15.5), postnatal day 1 (P1), P8, P14, and P30. To identify SGN-specific genes, we compared the transcriptomes of SGNs with those of inner ear HCs at P12 and cochlear glial cells at P8, which resulted in the discovery of multiple previously unknown SGN-specific genes. These SGN-specific genes were further divided into genes exhibiting constant or dynamic expression. Moreover, we analyzed the dynamics of genes expressed in SGNs, regardless of whether they are expressed in HCs and glia. To further validate our transcriptome analysis, 8 SGN-specific genes were analyzed using RNA in situ hybridization, and from these genes, *Scrt2* and *Celf4* were selected for generating, respectively, *Scrt2-P2A-tdTomato* and *Celf4-3xHA-P2A-iCreER-T2A-EGFP* knockin mice. Characterization of these two mouse strains showed that *Scrt2* and *Celf4* are expressed in SGNs and exhibit constant expression (from early embryonic to adult ages) and dynamic expression, respectively. Thus, this work provides a comprehensive transcriptome analysis, with high-quality data and deep sequencing coverage, of SGNs at five developmental ages. Furthermore, the two new mouse strains developed here will help future studies aimed at sorting SGNs or temporally manipulating gene expression in SGNs. Lastly, because *Scrt2* and *Celf4* are also expressed in the central nervous system, the two knockin mouse lines should also serve as useful tools for brain research in general.

## Results

### Isolated and purified SGNs are highly enriched in neuronal genes and depleted in HC and glial genes

Cochlear SGNs transiently and specifically express *Sonic Hedgehog* (*Shh)* (Bok et al., 2013; Liu et al., 2010; Tateya et al., 2013), and we used this gene to isolate SGNs. Briefly, our previous fate-mapping study showed that *ShhCre/+* exclusively labels SGNs in the cochlea (Liu et al., 2010). In cochlear tissues of *ShhCre/+; Rosa26-CAG-loxp-stop-loxp-tdTomato* (Ai9)*/+* mice, tdTomato+ cells were observed in the ganglion area at P1 (Figure 1A–A’). These tdTomato+ cells expressed the neuronal marker Mafb (Yu et al., 2013), but not glial marker Sox10 (Li et al., 2018) (Figure 1B–B’’’), confirming that the tdTomato+ cells were SGNs and not their neighboring glial cells. In this study, tdTomato+ SGNs were obtained by our routinely employed manual picking/washing approach (Hempel et al., 2007; Li et al., 2018; Liu et al., 2015). To minimize gene expression profiling alteration in the in vitro condition, we used a total of 3 ~ 3.5 hr from mice euthanasia to cell preservation in lysis buffer.

**Figure 1.**
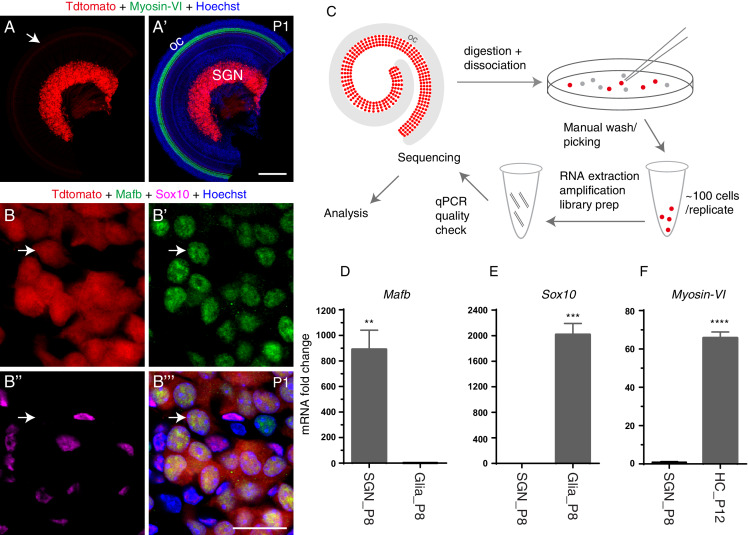
Genetic model, bulk RNA-Seq methodology, and qPCR quality check. (**A–A’**) SGNs were endogenously labeled with tdTomato at P1 (or other ages after E15.5) in the mouse line *ShhCre/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+.* Arrow (in A) indicates SGN fibers with weak tdTomato expression innervating Myosin-VI+ HCs (green in A’) in the organ of Corti (oc). (**B–B’’’**) Cochlear tissues triple-labeled with Mafb and Sox10 antibodies and endogenous tdTomato fluorescence. Arrows: one tdTomato+ SGN expressing the neuronal marker Mafb but not the glial marker Sox10. (**C**) Illustration of our experimental procedures. Red SGNs were manually picked under a fluorescence microscope, washed three times, and placed in lysis buffer. (**D–F**) qPCR analysis of three genes, *Mafb* (**D**), *Sox10* (**E**), and *Myosin-VI* (**F**). SGNs passed our quality check if they showed significant enrichment of *Mafb* but depletion of *Sox10* and *Myosin-VI*; otherwise, the SGNs were discarded. **p<0.01, ***p<0.001, ****p<0.0001. Scale bars: 200 *μ*m (**A’**) and 20 *μ*m (**B’’’**). Figure 1—source data 1.Neuronal gene was enriched, HC and glial genes were depleted in SGNs at P8.

**Figure 1—figure supplement 1.**
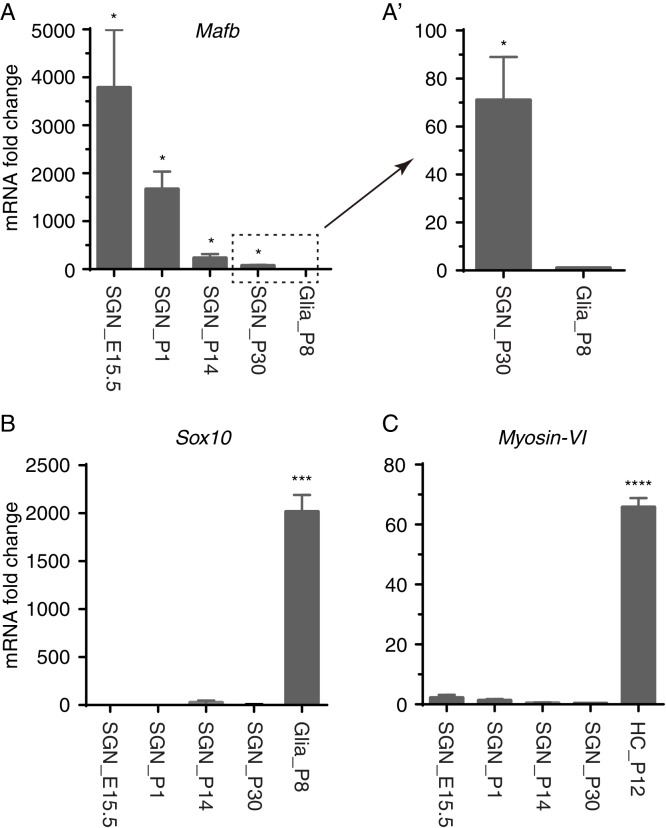
qPCR analysis of *Mafb*, *Sox10*, and *Myosin-VI* in SGNs at E15.5, P1, P14, and P30. (**A–A’**) *Mafb* was significantly enriched in SGNs at all four ages, similar to SGNs at P8 (described in Figure 1D). In agreement with the finding that *Mafb* expression decreased during aging, younger SGNs showed greater enrichment of *Mafb* than older SGNs did. (**B**) Glial gene *Sox10* was significantly depleted in SGNs relative to P8 glia (as in Figure 1E), and (**C**) HC gene *Myosin-VI* was drastically depleted in SGNs relative to HCs at P12 (as in Figure 1F). Figure 1—figure supplement 1—source data 1.Neuronal gene was enriched, HC and glial genes were depleted in SGNs at E15.5, P1, P14 and P30.

SGNs were picked at five different ages: E15.5, P1, P8, P14 and P30. E15.5 was the earliest age at which we could visualize a bright tdTomato signal and pick tdTomato+ SGNs confidently (Figure 1C). Three replicates were performed per age, and each replicate contained ~100 SGNs. We hypothesized that these five ages should capture the main signatures of gene expression profiles during the process of SGN differentiation. SGNs are likely highly immature at E15.5 and P1, actively differentiating at P8, well differentiated at P14 as mice start detecting sound, and fully differentiated and functional at P30. Besides picking SGNs, we isolated, as reference cells, HCs (vestibular and cochlear) at P12 and cochlear glial cells at P8. 

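RNA from 7 groups of cells was sequenced, with 3 replicates per group: SGNs at E15.5, P1, P8, P14 and P30, HCs at P12 and cochlear glial cells at P8. The sample descriptions list between 69 and 195 picked cells per SGN library, between 86 and 125 per glial library and 1200 per HC library. The authors mapped the reads to mm10, counted them per gene of the GENCODE vM15 annotation with featureCounts, and deposited the counts without normalization, together with a length for each of the 52550 genes. A symbol was matched to 52403 of these genes. The paper's text does not name the strand, multimapping or pair settings of the counting. Among counts between 1 and 20, a median of 67.9% per library were even numbers (range 64.3% to 75% over the 21 libraries), as happens when both reads of a pair are counted. Total counts on genes ranged from 12887010 to 18737521 at E15.5 (median 17353356), from 21915914 to 33361246 at P1 (median 25044051) and from 28516927 to 35591662 at P8 (median 32879114). They ranged from 19323437 to 25843913 at P14 (median 23945866), from 20384100 to 37287489 at P30 (median 25085038), from 12205135 to 17925719 in HCs (median 17112766) and from 10368240 to 19759856 in glial cells (median 11951381). For a gene with no counts in a library, the limit of 3 counts equals between 0.0805 and 0.289 CPM, depending on the library. TPM values were computed from the counts and gene lengths, and errors are SDs over the 3 libraries of a group unless another n is given. Following the paper's methods, counts were normalized with edgeR's TMM method and fitted with limma-voom, two-sided, with Benjamini-Hochberg (BH) adjustment within each comparison. Comparisons with HCs and glial cells used a fit of all 21 libraries and the 17531 genes with CPM over 1 in all replicates of at least 1 group. Comparisons between ages used a fit of the 15 SGN libraries and the 15113 genes that met this limit in at least 1 age. Gene positions are from GENCODE M21 on GRCm38. An overlap between genes was taken from their whole spans, introns included, and exons were not compared. Where counts are called uncertain for an overlap, reads shared between the genes were therefore not shown. Not every overlap is named.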

The methods section contains detailed information regarding the HCs and glial cells. Briefly, gene-expression profiles of HCs and glia were used as a reference database for quality-check analyses and for revealing SGN-specific genes (showing constant or dynamic expression) within the inner ear, which was our primary goal in this study.

Before fragmenting full-length cDNA derived from SGNs at the different ages, qPCR analysis was performed to determine the purity of the collected cells. For a sample to pass this first quality check point (pre-sequencing stage), the sample had to be significantly enriched in the neuronal gene *Mafb* and depleted in both the glial gene *Sox10*, and HC gene Myosin-VI (*Myo6*) (Avraham et al., 1995). For example, in SGNs at P8, *Mafb* expression was enriched 890.7 ± 150.2 fold, as compared to glia cells (n = 3 sample replicates) (Figure 1D), whereas, *Sox10* expression was reduced by 2016.7 ± 174.1 fold (n = 3 sample replicates) (Figure 1E). Similarly, *Myosin-VI* expression was 65.7 ± 3.1 fold lower in SGNs than in HCs (n = 3 sample replicates) (Figure 1F). Similar qPCR quality checks were performed for SGNs at other four ages (Figure 1—figure supplement 1). Collectively, our data suggest that the isolated SGN samples were pure and that the cDNA was of high quality. Only the samples that passed this qPCR quality control were proceeded into library construction and paired-end sequencing.

### Acquiring high quality transcriptome data

On average, there were 21.5 million sequence reads per library, of which ~ 85% were mapped to the mm10 genome (Figure 2—figure supplement 1A–B). 

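On average, 22260940 counts per library fell on genes (n = 21 libraries). Unmapped reads are not in the counts, so the mapped share was not analysed here. Mitochondrial genes took 11.1% ± 2.12 of the counts at E15.5, 18.2% ± 1.64 at P1, 21.6% ± 1.01 at P8, 22.9% ± 1.08 at P14 and 20.1% ± 2.11 at P30 (SD, n = 3 per age). The highest mitochondrial share at E15.5 was 13.5%, and the lowest at P1 was 16.4%.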

Per sample, approximately 15,000 genes were detected with a TPM (transcripts per million) threshold of 1 (Figure 2—figure supplement 1C), and ~6000 of these genes featuring TPM values of >10 (Figure 2—figure supplement 1D). 

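Over the 21 libraries, 14992 ± 2432 genes had a TPM over 1 (SD; range 11763 to 19874), and 6150 ± 1986 had a TPM over 10 (range 3310 to 10130). HC libraries had the most genes over a TPM of 1 (19538 ± 435, SD, n = 3), and glial libraries the fewest (12726 ± 1115, SD, n = 3). With CPM in place of TPM, the mean number of genes over 10 was 8867.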

Pearson’s correlation coefficient analysis revealed that the general transcriptomes of SGNs were highly distinct from those of HCs and glial cells (Figure 2—figure supplement 1E). Moreover, SGNs of different ages clustered into distinct groups, which supported the hypothesis that global gene profiles dynamically change throughout SGN differentiation.

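Pearson's r of log2(TPM + 1) was computed across the 17531 genes for each pair of libraries. Genes are not independent replicates, so these coefficients describe the libraries and carry no p-value. The mean r between an SGN library and an HC library was 0.556 (range 0.511 to 0.618), against 0.949 between HC libraries. Between an SGN library and a glial library, the mean was 0.601, against 0.785 between glial libraries. Glial replicate 1 lay closer to the SGNs (mean r 0.673) than glial replicates 2 and 3 did (0.575 and 0.554). Between HC and glial libraries, the mean r was 0.531. Including every gene of the table raised the mean r between SGNs and HCs to 0.768. In the limma-voom comparison of the mean of the 5 SGN ages with HCs, 4694 genes passed a 4-fold change and a BH-adjusted p of 0.01, of which 1847 were higher in SGNs and 2847 were lower. Against glial cells, 4326 genes passed, 2504 higher in SGNs and 1822 lower. With voom's sample quality weights, the number against glial cells was 2017.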

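Among the 15 SGN libraries, the mean r was 0.924 within an age and 0.856 between ages, a difference of 0.0677 (two-sided permutation test of the age labels, 100000 resamples, p = 1e-05, the smallest they can give). The closest library was one of the same age for 11 of the 15 libraries. The exceptions were E15.5 replicate 2, closest to P1 replicate 1 (0.885), P14 replicate 1, closest to P30 replicate 1 (0.942), and P14 replicate 2 and P8 replicate 3, which were closest to each other (0.963). Within E15.5, the mean r was 0.853, and between E15.5 and P1 it was 0.850. Within P14 it was 0.929, below the 0.940 between P14 and P30. The lowest mean r between ages was 0.748, between E15.5 and P30. With all genes included, the closest library was of the same age for 7 of the 15 libraries. The labels and the paper name no sequencing batch. From the grouping of the libraries by age, the paper reasons that the global gene profiles of SGNs change throughout their differentiation.

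**Figure D1:**
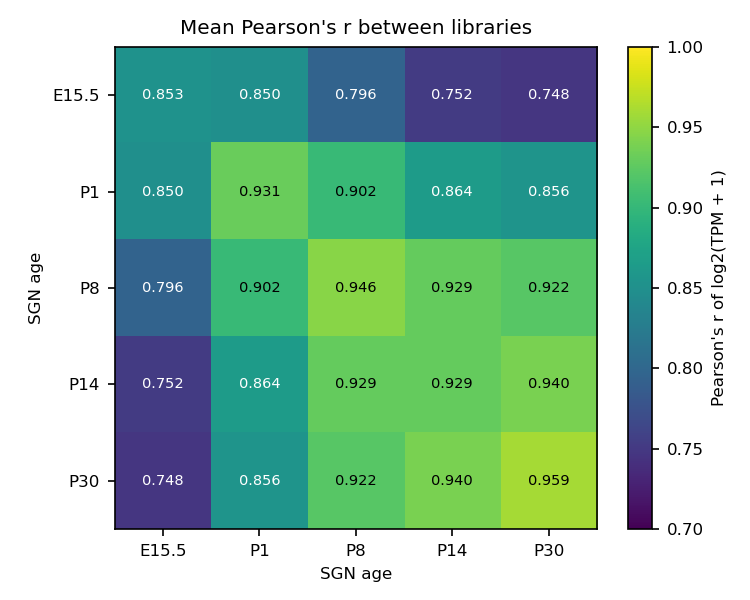
Mean Pearson's r of log2(TPM + 1) between SGN libraries, with age on both axes and the diagonal giving the mean within an age over pairs of replicates. The values run from 0.748 between E15.5 and P30 to 0.959 within P30.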

Before searching for genes showing constant or dynamic expression, we performed a second quality check at this post-sequencing stage to further ensure the purity of the SGN samples. We used additional gene markers that together covered 10 different cell types (Figure 2—figure supplement 2). In addition, we also examined three house-keeping genes, *Gapdh*, *Actg1* and *Actb*, all of which were detected in all samples (Figure 2—figure supplement 2). 

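*Gapdh* (chromosome 6, 125161715 to 125166467), *Actg1* (chromosome 11, 120345690 to 120348542) and *Actb* (chromosome 5, 142903115 to 142906754) had counts in each of the 21 libraries, with at least 2199 counts in any of them. The mean TPM of *Actb* lay between 306 ± 73.6 at P30 and 745 ± 253 at P1 among SGNs, with 826 ± 14.7 in HCs and 715 ± 36.3 in glial cells (SD, n = 3). *Actg1* lay between 113 ± 24 at P30 and 304 ± 70.7 at P1. *Gapdh* rose among SGNs from 248.5 ± 51.8 TPM at E15.5 to 1280 ± 616 at P14, a log2 fold change of 2.09 between these ages (standard error 0.26, limma BH-adjusted p = 1.5e-05). *Gapdh* overlaps *Iffo1* on the opposite strand.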

Again, we found that SGNs were significantly enriched with neural genes *Mafb, Slc17a6, Slc17a7* and *Lypd1*, but dramatically depleted of genes of HC-specific (*Myo6, Myo7a, Pou4f3* and *Gfi1*) and glial-specific (*Sox10, Foxd3* and *Plp1*) (Figure 2—figure supplement 2). 

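In the comparison of the mean of the 5 SGN ages with glial cells, *Slc17a6* had a log2 fold change of 4.11 (standard error 0.74, limma BH-adjusted p = 0.00011), *Slc17a7* 4.17 (0.87, limma BH-adjusted p = 0.00046) and *Lypd1* 4.43 (0.79, limma BH-adjusted p = 9.8e-05). These values depended on the glial libraries. Without glial replicate 1, the log2 fold changes were 5.92 for *Slc17a6*, 6.03 for *Slc17a7* and 5.34 for *Lypd1*. They were lowest for *Slc17a6* without glial replicate 2 (3.33), and without glial replicate 3 for *Slc17a7* (3.15) and *Lypd1* (3.62). Against HCs, the log2 fold changes of these 3 genes were between 4.75 for *Slc17a6* and 7.86 for *Lypd1*. With sample quality weights, the limma BH-adjusted p against glial cells was 0.0266 for *Slc17a7* and 0.0127 for *Lypd1*, above the 0.01 used in the paper. Among the HC genes, *Gfi1* was lowest in SGNs relative to HCs (log2 fold change -6.20), followed by *Pou4f3* (-4.95), *Myo7a* (-4.06) and *Myo6* (-3.46, limma BH-adjusted p = 1e-14). Among the glial genes, the log2 fold changes of SGNs against glial cells were -7.66 for *Foxd3* and -6.11 for *Sox10*. *Lypd1*, *Myo6* and *Gfi1* overlap other genes on the opposite strand, so their counts are uncertain.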

We included both vestibular and cochlear HCs to cover most of the genes expressed in inner ear HCs. 

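*Sox2* (chromosome 3, 34650405 to 34652461, inside *Sox2ot* on the same strand) had 1078, 1181 and 1210 counts in the HC libraries, or 94.8 ± 9.65 TPM (SD, n = 3). In SGNs, its mean TPM lay between 0.458 ± 0.244 at P1 and 6.28 ± 2.12 at P8 (SD, n = 3), and the mean of the 5 SGN ages was below that of HCs (log2 fold change -4.61, standard error 0.39, limma BH-adjusted p = 2.6e-09). The glial libraries had 1886, 846 and 532 counts of *Sox2*. Because of the overlap, its counts are uncertain.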

Vestibular HCs are known to express *Sox2*, which was accordingly detected here in the HC populations (Figure 2—figure supplement 2). Together, the quality checks at the pre-sequencing stage (Figure 1D–F and Figure 1—figure supplement 1) and post-sequencing stage (Figure 2—figure supplement 2) ensured that the SGN samples were highly pure and that the RNA-Seq data were of high quality.

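The marker lists of Figure 2—figure supplement 2 were summarised as the median TPM of each list in each library. In SGN libraries, the median of the 4 SGN markers lay between 14.9 and 178, that of the 5 HC markers between 0.604 and 14.9, and that of the 3 glial markers between 0.14 and 17.1. The HC markers had medians of 228 to 268 in HC libraries, and the glial markers medians of 115 to 240 in glial libraries. P14 replicate 1 had the highest median of both the HC markers and the glial markers among SGN libraries. The medians in SGN libraries reached at most 0.123 for inhibitory neuron genes, 0.887 for catecholaminergic neuron genes, 0.173 for microglial genes, 2.43 for astrocyte genes, 5.77 for oligodendrocyte genes, 5.05 for the choroid plexus gene *Ttr* and 23.7 for blood cell genes. *Th*, one of the catecholaminergic genes, had 13.8 ± 2.58 TPM in P1 SGNs (SD, n = 3). Among 312 genes with a TPM over 50 in HCs and more than 50 times the level in glial cells, the median share of the HC level was between 0.327% and 4.43% in SGN libraries. Among 27 genes chosen the same way for glial cells, the median share of the glial level was between 0.0378% and 8.34%. With sets of 344 and 100 genes that differed between HCs and glial cells (limma-voom, BH-adjusted p under 0.01, absolute log2 fold change over 4) and had a TPM over 50 in the higher group, the shares were between 0.404% and 4.66% of the HC level and between 0.236% and 12.5% of the glial level. Both kinds of gene sets were set after the data were seen. A list of 8 Schwann cell myelin genes had a median TPM of 17.6 to 39.2 in the 3 P8 SGN libraries. From these marker genes and the qPCR data, the paper concludes that the SGN samples were of high purity.

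**Figure D2:**
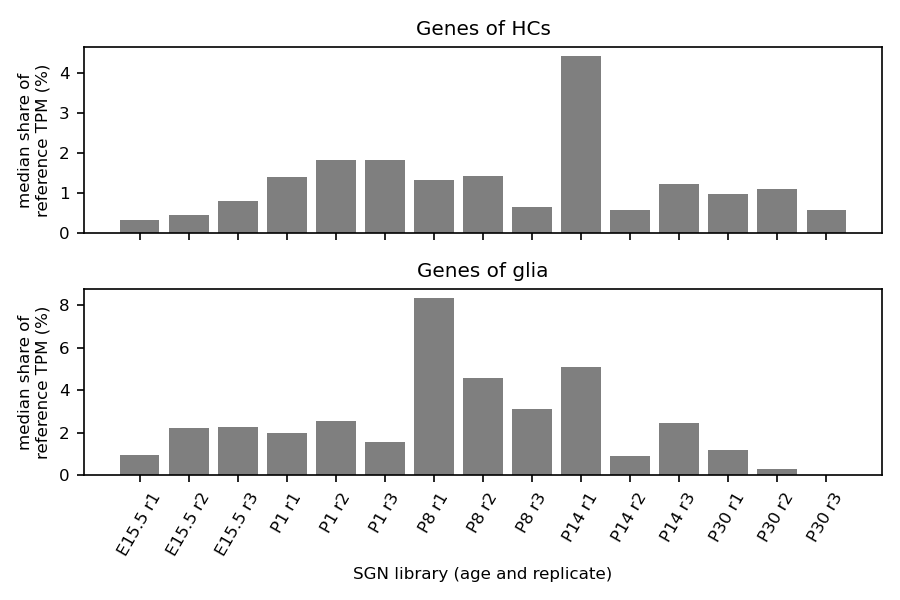
Median share of the reference TPM in each SGN library (percent), over 312 genes of HCs (upper bars) and 27 genes of glial cells (lower bars), with the library's age and replicate on the horizontal axis. P14 replicate 1 has the tallest bar for HC genes (4.43%) and P8 replicate 1 the tallest for glial genes (8.34%).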

### Identifying SGN-specific genes with constant and dynamic expression pattern

We first aimed to identify genes that are both highly and specifically expressed in SGNs but are not expressed in HCs or glia. 

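*Pvalb* (chromosome 15, 78191114 to 78206400) had a mean of 544 TPM over the SGN libraries and 167 ± 23.8 TPM in HCs (SD, n = 3), a log2 fold change of 2.74 (standard error 0.36, limma BH-adjusted p = 1.9e-06). *Calb1* (chromosome 4, 15881264 to 15908064) had a mean of 12.4 TPM over the SGN libraries, with 2.86 ± 3.04 at E15.5 and 28.8 ± 23.7 at P30, and 46.1 ± 5.91 TPM in HCs. Its log2 fold change between SGNs and HCs was -1.33 (standard error 0.40, limma BH-adjusted p = 0.008).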

For example, *Parvalbumin* and *Calbindin* are expressed in both HCs and SGNs, and are not our target genes (Liu et al., 2012). We classified the SGN-specific genes into two categories based on their expression during development: constant and dynamic. 

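With the criteria of the paper's methods, 22 genes were constant and 67 were dynamic, of which 18 and 63 are on the lists of Figure 2A and Figure 2B. For a constant gene, these criteria were an expression 4-fold above HCs and above glial cells at each of the 5 ages (limma BH-adjusted p under 0.01), fitted changes under 2-fold between all 10 pairs of ages, a mean TPM under 5 in HCs and in glial cells, and over 30 in SGNs. The mean SGN TPM of the constant genes lay between 30.8 and 157. For a dynamic gene, the criteria were a 4-fold difference from both cell types at 1 age or more, a change over 2-fold between any pair of ages (limma BH-adjusted p under 0.05), a highest age mean over 75 TPM, and a ratio of at least 25 to HCs and to glial cells. The highest age mean of the dynamic genes lay between 76 and 2363 TPM, and it fell at P14 for 36 genes, at P1 for 19, at E15.5 for 6, at P30 for 6 and at P8 for 0. CPM in place of TPM moved the lists most, with 110 dynamic genes (49 shared) and 17 constant genes (4 shared). A TPM under 5 in every HC and glial replicate left 11 constant genes.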

Computational analysis revealed 21 SGN-specific genes showing constant expression patterns in SGNs at all timepoints examined (Figure 2A), and 68 SGN-specific genes showing dynamic expression patterns (Figure 2B). Notably, *Mafb*, which showed dynamic expression and was included in Figure 2B, is known to decrease between E16.5 and P15 in SGNs and to be critical for SGN development (Yu et al., 2013). This suggests that although our bioinformatics analysis for defining SGN-specific genes was highly stringent, it was still sensitive. Because most of the identified genes were not previously known to be SGN-specific, we validated the following eight genes (four from each category) by using RNA in situ hybridization at P1: *Elavl4*, *Esrrg*, *Scrt1*, *Scrt2*, *Stmn3*, *Shox2*, *Gabbr2*, and *Celf4.* All eight genes were specifically expressed in SGN region (Figure 2—figure supplement 3), which again validated the quality of our RNA-Seq data. Note that genes above were SGN-specific within the cochlea organ. As to be discussed below, *Scrt2* and *Celf4* were also expressed in vestibular neurons (VGNs) and neurons in the central nervous system.

**Figure 2.**
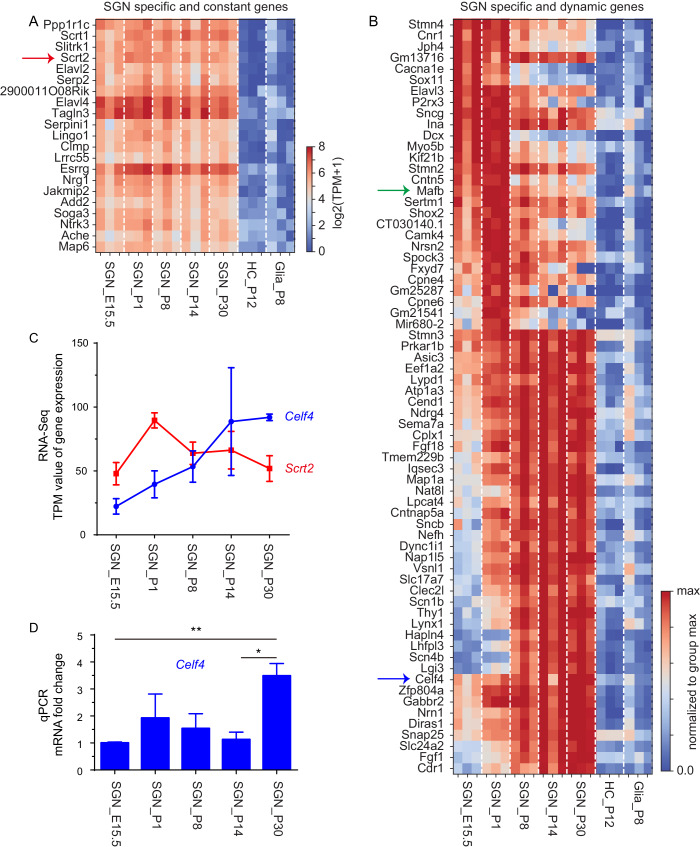
SGN-specific genes showing constant and dynamic expression. (**A**) Our selection criteria for constant expression were met by 21 SGN-specific genes, which were expressed in SGNs at all ages but not expressed in HCs or glia. (**B**) Dynamic expression was exhibited by 68 SGN-specific genes; the expression levels of these genes in SGNs changed significantly across ages, being either lower at younger ages but higher at older ages, or vice versa. For these genes to be considered bona fide SGN-specific genes, they had to be depleted in HCs and glial cells. (**C**) *Scrt2* and *Celf4* are used here as examples to illustrate expression levels across different ages. Y-axis: expression in transcripts per million (TPM); data are shown as means ± SEM. *Scrt2* (red): SGN-specific gene showing constant expression; *Celf4* (blue): SGN-specific gene showing dynamic expression. (**D**) qPCR analysis of *Celf4* in SGNs at all five ages. *Celf4* mRNA levels were significantly different between E15.5 and P30 (**p<0.01) and between P14 and P30 (*p<0.05). Figure 2—source data 1.Scrt2 and Celf4 expression level by RNA-Seq and q-PCR analyisis.

**Figure 2—figure supplement 1.**
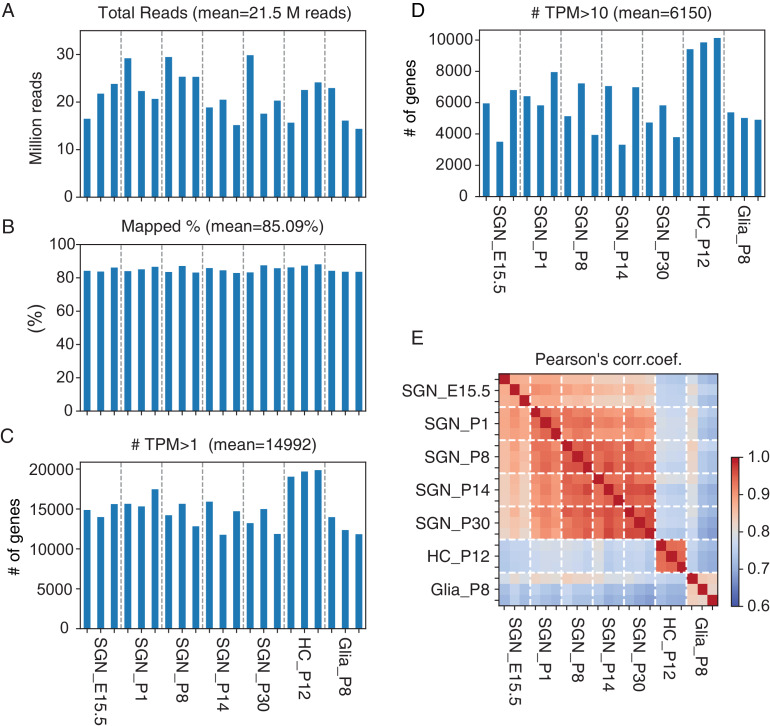
Summary of our bulk RNA-Seq data. (**A**) Total number of reads per sample. (**B**) Percentage of reads mapped to the mm10 genome. (**C**) Number of genes with TPM (transcripts per million) values of >1. Same sample names are used for panels A, B, and C. (**D**) Number of genes with TPM >10. (**E**) Pearson’s correlation coefficient between samples.

**Figure 2—figure supplement 2.**
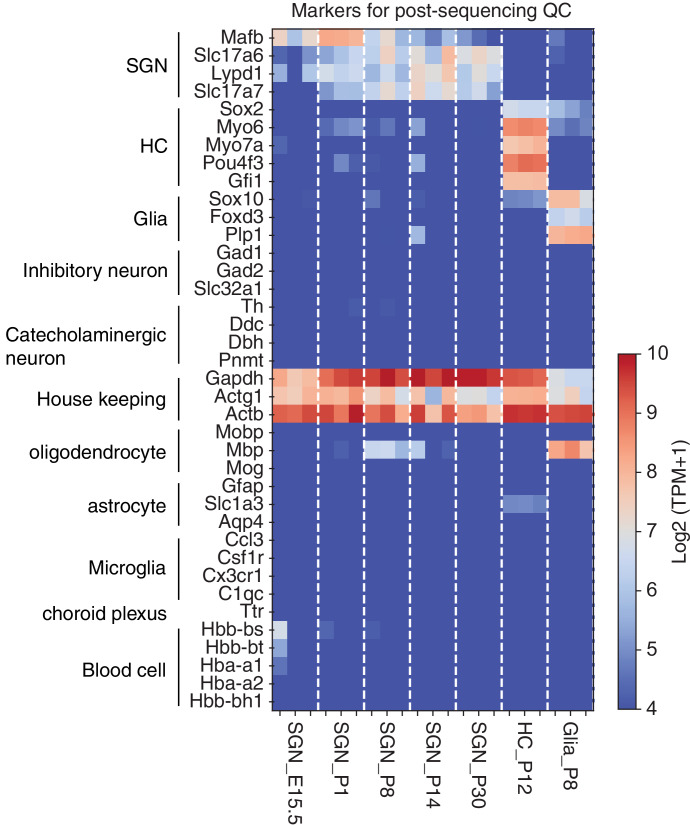
Post-sequencing quality check by using markers for multiple cell types. We used markers for 10 cell types including SGNs, HCs, and glial cells. Moreover, to verify RNA quality and integrity, we checked to ensure the expression in all samples of the housekeeping genes *Gapdh*, *Actg1*, and *Actb*.

**Figure 2—figure supplement 3.**
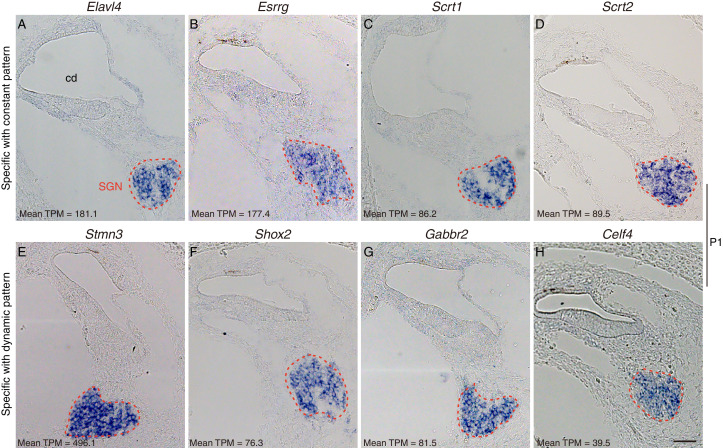
RNA in situ hybridization of SGN-specific genes. RNA in situ hybridization at P1 was used for validation of SGN-specific genes (four each) showing (**A–D**) constant expression (*Elavl4*, *Esrrg*, *Scrt1*, and *Scrt2*) and (**E–H**) dynamic expression (*Stmn3*, *Shox2*, *Gabbr2*, and *Celf4*). All genes were specifically detected in SGN regions. *Celf4* signal intensity was lower than that of other genes at P1. The expression level (mean TPM) of each gene at P1 is shown in the left corner in each panel. Scale bar: 50 *μ*m.

### Classifying dynamics of genes expressed in SGNs

Next, we analyzed genes that were expressed in SGNs, regardless of their patterns in HCs and glias, because genes shared by these cell types may also regulate SGN development (Figure 3). For this analysis, one of three states, up-regulated (u), down-regulated (d) and unchanged (-) was assigned according to whether a gene was significantly (q < 0.05) up-regulated (fold change (FC) >2) and down-regulated (FC >2) when transitioning to the next profiled age. For illustration, these transitions were represented in Figure 3A by the arrows between, for example, E15.5 and P1, or P1 and P8. In the case of 8047 genes, no significant differences were detected across the transitions and these genes were considered to show constant expression (----) (Figure 3B). By contrast, we identified 8 categories of dynamic genes, with different numbers (>10) of genes in each group (Figure 3C–J).

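Counts of 15113 genes were tested at each transition, with an adjusted p under 0.05 (limma-voom, BH adjustment) and a change over 2-fold. From E15.5 to P1, 767 genes rose and 481 fell, 1248 in all. Without E15.5 replicate 2, 825 rose and 947 fell at this transition, and with library size only as the scaling 569 rose and 649 fell. From P1 to P8, 648 rose and 476 fell, 1124 in all. From P8 to P14, 38 rose and 43 fell, 81 in all. From P14 to P30, 5 rose and 4 fell, 9 in all. The replicate numbers of P14 and P30 paired the libraries in their deviations from the age means, and a fit with the replicate number as a block called 23 genes at this transition. Sample quality weights gave 110 genes from P14 to P30, DESeq2 gave 219 from P8 to P14, edgeR's quasi-likelihood test gave 649 from P1 to P8, and a fit of only the 6 libraries of the transition gave 453 from E15.5 to P1. Leaving out P1 replicate 2 gave 688 genes from E15.5 to P1, and leaving out P1 replicate 1 gave 652 from P1 to P8. Leaving out P14 replicate 3 gave 28 from P8 to P14. From P14 to P30, 1 gene was left without P14 replicate 1, and likewise without P14 replicate 2 or P30 replicate 3. Among the 9349 genes with CPM over 10 in all replicates of at least 1 age, 7604 (81.3%) passed at none of the 4 transitions. In a direct comparison of E15.5 with P30 in the same fit, 2436 of these 7604 genes (32%) passed the same thresholds, 1370 higher and 1066 lower at P30.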

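The remaining genes fell into the 8 categories of Figure 3C-J, with 1666 genes, or into other patterns, with 79 genes. There were 465 genes in u---, 422 in -u--, 298 in -d--, 279 in d---, 111 in uu--, 41 in ud--, 35 in dd-- and 15 in -uu-. Of the other patterns, --d- and -dd- held 14 genes each and --u- held 12. The category that moved most between tests was -uu-, with 3 genes under edgeR's quasi-likelihood test. Leaving out E15.5 replicate 2 raised d--- to 563 genes and dd-- to 54, and leaving out P8 replicate 1 lowered -uu- to 6.

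**Figure D3:**
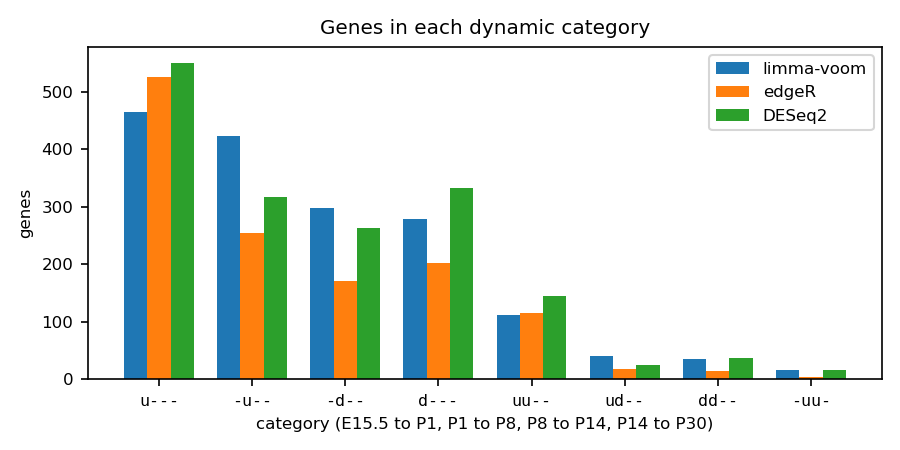
Number of genes in each of the 8 dynamic categories (vertical axis) under limma-voom, edgeR and DESeq2, on the same 15 SGN libraries. Under limma-voom the bars run from 15 genes in -uu- to 465 in u---.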

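At each transition, the 3 largest rises and the 3 largest falls were taken among genes past both thresholds, with CPM over 10 in all replicates of one of the ages and with every replicate of one age above every replicate of the other (a separation that chance gives to 10% of genes with 3 libraries against 3). From E15.5 to P1, the largest rises were those of *Stum* (log2 fold change 7.61, standard error 1.41), *Fbln1* (6.38, 1.55) and *Cpne9* (5.96, 0.81), and the largest falls those of *Ceacam16* (-5.88, 1.28), *Cxcr4* (-5.80, 1.14) and *Gpc2* (-4.10, 0.72), with limma BH-adjusted p-values from 0.00039 to 0.015. From P1 to P8, *Hapln4* (5.67, standard error 0.43), *Hepacam* (5.38, 1.21) and *Scn4b* (5.14, 0.45) rose most, and *Fgf23* (-7.56, 1.51), *Efnb3* (-4.67, 0.67) and *Nell1* (-4.54, 1.09) fell most, with limma BH-adjusted p-values from 1.2e-06 to 0.013. From P8 to P14, *Ccdc155* (3.10, standard error 0.48), *Lrrc30* (2.20, 0.41) and *Syde1* (2.13, 0.46) rose, and *Gm20063* (-3.26, 0.68) and *Shisa7* (-3.05, 0.68) fell, with limma BH-adjusted p-values from 0.0048 to 0.047. From P14 to P30, *Plcxd2* (1.89, standard error 0.33), *Onecut2* (1.31, 0.21) and *Sh3bgrl2* (1.29, 0.20) rose, and *Tet1* (-2.19, 0.34), *Dnmt3a* (-2.03, 0.16) and *Gldn* (-1.83, 0.29) fell, with limma BH-adjusted p-values from 5.1e-06 to 0.035. The calls of *Stum* and *Fbln1* were lost under sample quality weights (limma BH-adjusted p = 0.0571 and 0.125), that of *Nell1* under edgeR's quasi-likelihood test (BH-adjusted p = 0.226) and that of *Hepacam* without P1 replicate 1 (limma BH-adjusted p = 0.0624). Each of these 5 genes from P8 to P14 lost its call under at least 1 alternative or with at least 1 library left out. Of the 6 genes from P14 to P30, *Dnmt3a* kept its call under every alternative and every library left out. The other 5 lost it without P14 replicate 1, without P14 replicate 2 and without P30 replicate 3. *Stum*, *Cpne9*, *Ceacam16*, *Gpc2*, *Nell1*, *Syde1*, *Plcxd2*, *Sh3bgrl2*, *Tet1*, *Dnmt3a* and *Gldn* overlap other genes, so their counts are uncertain.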

**Figure 3.**
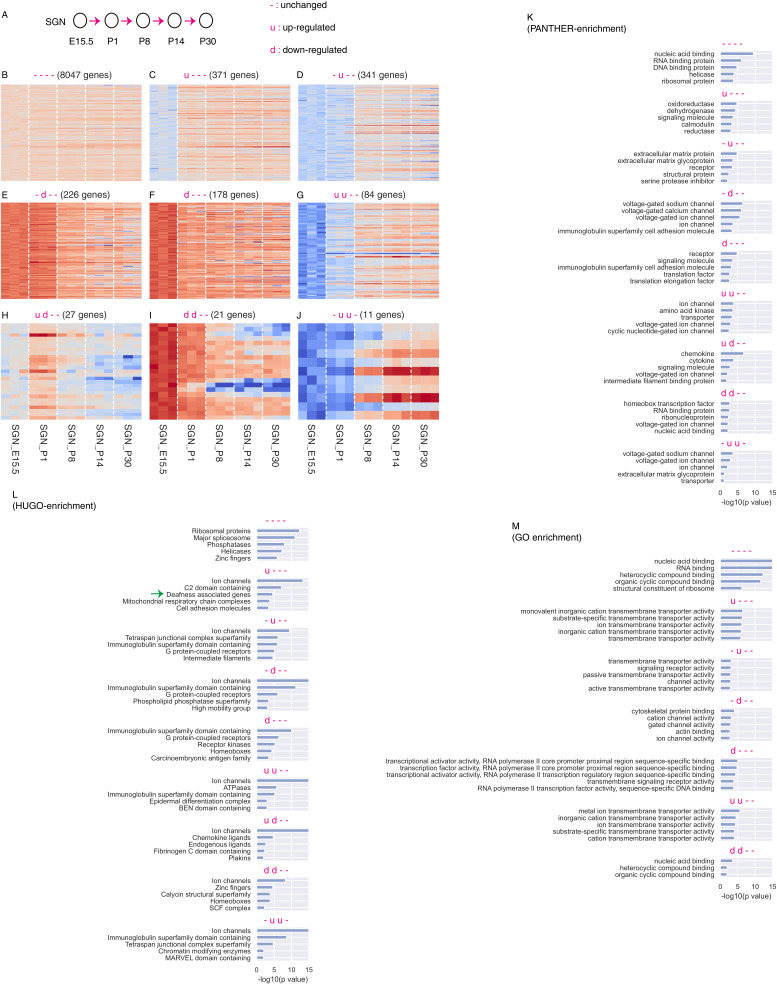
Computational analysis SGN genes without considering whether they are SGN-specific or not. (**A**) Cartoon depicting definition of up-regulation (u), down-regulation (**d**), and unchanged expression (-) during gene transitions between two neighboring ages (arrows). (**B**) The unchanged category included 8047 genes. (**C–J**) Dynamic genes were divided into eight categories. (**K–M**) Gene-group enrichment analysis was performed using three different gene annotations: HUGO, PANTHER, and Gene Ontology.

Next, to minimize any bias in our analysis, we used three different ontology annotations to examine enrichment of specific gene groups: GO (Gene Ontology) (Ashburner et al., 2000), PANTHER (Mi et al., 2017) and HUGO (Braschi et al., 2019) (Figure 3K–M). Among the 8047 genes that were constantly expressed in SGNs, we found that ribosomal proteins and spliceosome were enriched. 

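No gene ontology table was used here. Instead, families were taken from gene symbols by patterns fixed before the counts were seen, and tested against the 9349 classified genes with one-sided Fisher's exact tests, BH-adjusted over 36 tests of 4 families and 9 categories. Of 81 cytosolic ribosomal protein genes, 79 were in the unchanged category, where 65.9 were expected (exact test, BH-adjusted p = 0.000174). Ribosomal protein genes have many pseudogenes, and the authors' counting could split reads between these copies. Of 40 spliceosome genes, 38 were unchanged, where 32.5 were expected (exact test, p = 0.0131, BH-adjusted p = 0.0672), which did not pass 0.05.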

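Of 122 genes in the ion channel family, taken from their symbols, 57 fell in the 8 dynamic categories, where 21.7 were expected (one-sided Fisher's exact test, p = 1.42e-13, a test added after the single categories were seen). By the same exact test in each category, uu-- held 10 (1.45 expected, adjusted p = 6.04e-05), -u-- held 14 (5.51 expected, adjusted p = 0.00698) and -uu- held 3 (0.196 expected, adjusted p = 0.00633). The u--- category held 9, where 6.07 were expected (exact test, adjusted p = 0.613). With the categories of edgeR's quasi-likelihood test, -uu- held 0 channel genes (exact test, BH-adjusted p = 1), and u--- passed (exact test, BH-adjusted p = 0.0126).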

The dynamic-expression group showed particular enrichment of genes encoding ion channels. For example, ion channel genes, such as *Hcn3*, *Kcnq3*, *Kcnt1* and *Cacna1d*, were transiently up-regulated between E15.5 and P1, and then rapidly down-regulated between P1 and P8, and these genes belonged to the gene category (ud--, 27 genes) as shown in Figure 3H. Accordingly, *Hcn3* is reported to be expressed in guinea pig SGNs and to exhibit an apical-to-basal expression gradient (Bakondi et al., 2009). It will be of interest to determine whether those transiently up-regulated genes are responsible for the spontaneous and sound-independent firing activity of SGNs that are only present before hearing onset (Tritsch et al., 2007).

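In the ud-- category, the ion channel family had 5 genes, where 0.535 were expected (adjusted p = 0.00161, one-sided Fisher's exact test). *Hcn3* rose from 10.1 ± 2.89 TPM at E15.5 to 31.4 ± 6.19 at P1 and fell to 10.2 ± 3.51 at P8 (SD, n = 3). Its log2 fold changes were 1.13 (standard error 0.31, limma BH-adjusted p = 0.029) and -1.25 (0.29, limma BH-adjusted p = 0.0097). The rise of *Hcn3* did not pass 0.05 under sample quality weights (limma BH-adjusted p = 0.148), with library size as the only scaling (0.0504), without the CPM filter (0.0522), in a fit of the E15.5 and P1 libraries alone (0.080), or with any one of the P1 replicates or E15.5 replicates 1 and 3 left out (at most 0.097). Its fall did not pass without P1 replicate 1 (limma BH-adjusted p = 0.0554). *Kcnq3* had 22.4 ± 12.9, 74.9 ± 17.8 and 29.6 ± 17.6 TPM at these ages, with log2 fold changes of 1.40 (0.21, limma BH-adjusted p = 0.00097) and -1.03 (0.20, limma BH-adjusted p = 0.0028). *Kcnt1* had 8.67 ± 6.02, 34.6 ± 5.17 and 12.6 ± 5.25 TPM, with log2 fold changes of 1.68 (0.30, limma BH-adjusted p = 0.0028) and -1.11 (0.26, limma BH-adjusted p = 0.011). Its fall did not pass under edgeR's quasi-likelihood test (BH-adjusted p = 0.072) or without P8 replicate 1 (limma BH-adjusted p = 0.0516). *Cacna1d* had 11.2 ± 5.57, 40.4 ± 16 and 15.7 ± 8.9 TPM, with log2 fold changes of 1.45 (0.22, limma BH-adjusted p = 0.00086) and -1.005 (0.20, limma BH-adjusted p = 0.0033). The falls of *Kcnq3* and *Cacna1d* lay close to the 2-fold threshold and were under it without the CPM filter (log2 fold changes of -0.99 and -0.998), that of *Cacna1d* also under sample quality weights (-0.986). Leaving out P1 replicate 2 or P8 replicate 3 brought the fall of *Kcnq3* under 2-fold (-0.88 and -0.93), and leaving out P1 replicate 3 or P8 replicate 1 that of *Cacna1d* (-0.90 and -0.91). The fifth channel gene in this category was *Kcnn1*, named after its values were seen. *Hcn3*, *Kcnq3* and *Cacna1d* overlap genes on the opposite strand, so their counts are uncertain.

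**Figure D4:**
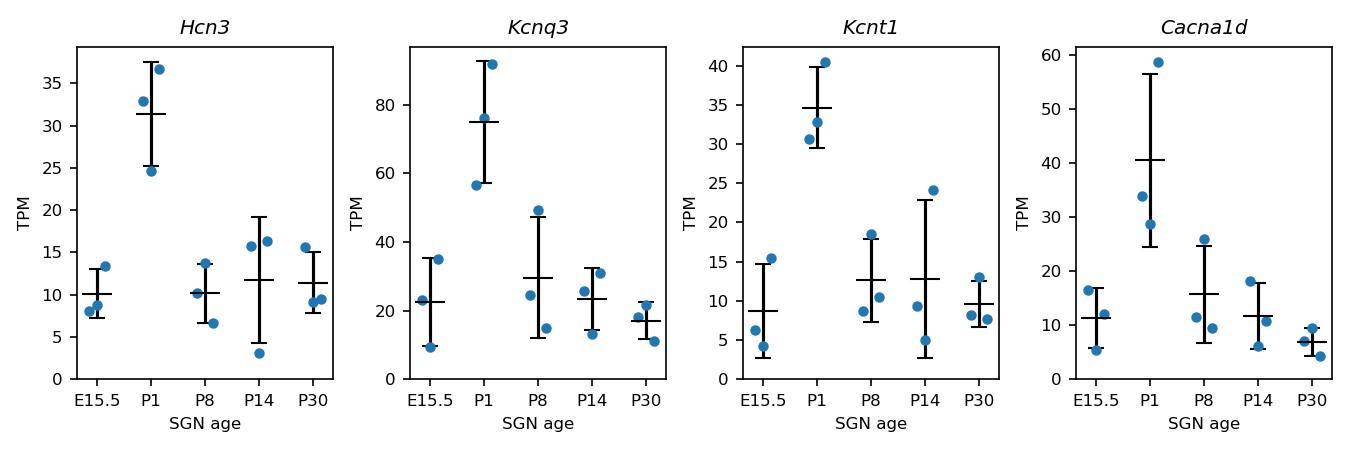
TPM of *Hcn3*, *Kcnq3*, *Kcnt1* and *Cacna1d* in each SGN library by age, with the mean (bar) and SD of the 3 libraries. The mean of each gene is highest at P1.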

*Mafb* belonged to the gene category (-d--) that was significantly down-regulated between P1 and P8 (Figure 3E), and this category included 226 genes. *Mafb* regulates the formation of large postsynaptic density containing abundant AMPA-type receptors/channels (Yu et al., 2013). In agreement with this finding, channel related genes and cell adhesion genes were enriched in those 226 genes, as suggested by all three ontology annotations (Figure 3K–M). 

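Of the 298 genes in -d--, 14 belonged to the ion channel family, where 3.89 were expected (one-sided Fisher's exact test, adjusted p = 0.000382). The cell adhesion family, taken from symbols in the same way, had 79 genes among those classified. In -d--, 6 of them were found and 2.52 were expected (one-sided Fisher's exact test, p = 0.0398, adjusted p = 0.179), which did not pass 0.05.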

Further investigation is required to determine whether other genes in this group regulate SGN functions.

In addition, deafness-associated genes were over-represented among the 371 genes that were up-regulated between E15.5 and P1 (u---), as illustrated in Figure 3C and L. Those deafness-associated genes included well-known HC genes, such as *Cdh23* (Cadherin-23) and *Cib2* (calcium and integrin binding family member 2), which were also detected in one previous single-cell SGN RNA-Seq study (Shrestha et al., 2018). 

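The u--- category held 465 genes. No list of deafness genes was used here, so their share was not analysed here. *Cdh23* (chromosome 10, 60302748 to 60696490) had 0.375 ± 0.341 TPM at E15.5 and 4.76 ± 0.906 at P1 (SD, n = 3), a log2 fold change of 3.73 (standard error 0.73, limma BH-adjusted p = 0.0045). In HCs, *Cdh23* had 71.2 TPM. *Cib2* (chromosome 9, 54544794 to 54560218) had 10.8 ± 3.27 TPM at E15.5 and 75.3 ± 25.1 at P1, a log2 fold change of 2.19 (standard error 0.45, limma BH-adjusted p = 0.0064), and 342 TPM in HCs. The rise of *Cdh23* equalled 6.16% of its HC level and that of *Cib2* 18.8%. The 312 HC genes had a median change of 0.628% of theirs, and 95% of them changed by between -17.4% and 12.6%. Both genes overlap genes on the opposite strand, so their counts are uncertain.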

Intriguingly, *Esrrb* (estrogen-related receptor beta) also belonged to this category and mutation of this gene causes autosomal-recessive nonsyndromic hearing impairment (autosomal recessive deafness-35, DFNB35) (Collin et al., 2008). Collectively, the results of our RNA-Seq analyses revealed roughly nine distinct expression patterns during SGN development. 

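*Esrrb* (chromosome 12, 86361117 to 86521628) had 2, 2 and 0 counts in the E15.5 libraries and 34, 98 and 225 counts in the P1 libraries, or 1.76 ± 1.94 TPM at P1 (SD, n = 3). Its mean TPM at P1 was 45.3-fold the level 3 counts would give at E15.5, and at P30, with 8.47 TPM, it was 218-fold that level. These folds leave out the spread between libraries and are not lower bounds. The fitted log2 fold change from E15.5 to P1 was 5.24, a smaller fold than 45.3. The rise from E15.5 to P1 did not pass the adjusted p of 0.05 (limma BH-adjusted p = 0.068). It passed under edgeR's quasi-likelihood test (BH-adjusted p = 0.0015), under DESeq2 (BH-adjusted p = 3.9e-08), with the replicate number as a block (limma BH-adjusted p = 0.02), without the CPM filter (0.025), when only genes with CPM over 10 were fitted (0.03), and without P1 replicate 1 (0.027). A fit of all 21 libraries, chosen after seeing the values, also called the rise (limma BH-adjusted p = 0.0103).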

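Among the 9349 classified genes, 12 patterns held more than 10 genes, the unchanged pattern included. They were the unchanged pattern, the 8 categories of Figure 3C-J and --d-, -dd- and --u-. Counts simulated so that no gene rose to P1 and then fell, with the other fitted changes kept and independent noise, gave 2 to 10 genes in ud-- in 20 simulations, against the 41 observed. They also gave 914 to 1003 genes falling from P1 to P8, where 476 were observed. The simulated counts thus did not match the data there, and they set no limit on the ud-- genes that come from noise. This simulation was set after the data were seen. From the categories, the paper concludes that SGN genes follow about 9 patterns of expression during development.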

The categories with gene numbers less than 10 were not presented in Figure 3, but the entire patterns of each gene identified were listed in Supplementary file 1.

### *Scrt2* is specifically and constantly expressed in SGNs

To further validate the accuracy of our transcriptome data in vivo, we sought to exploit the specificity of the genes listed in Figure 2 for generating knockin mouse strains. This approach allowed us to concurrently validate our findings, characterize genes at single-cell resolution, and develop valuable genetic tools for future SGN studies. Thus, we selected two candidate genes: *Scrt2*, from the category of SGN-specific genes showing a constant expression pattern and featuring a mean TPM value of 89.5 at P1 (Figure 2—figure supplement 3D); and *Celf4*, belonging to the category of SGN-specific genes showing a dynamic expression pattern and featuring a mean TPM value of 39.5 at P1 (Figure 2—figure supplement 3H).

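*Scrt2* (chromosome 2, 152081529 to 152095802) had 89.5 ± 10.3 TPM in P1 SGNs, and *Celf4* (chromosome 18, 25477632 to 25754157) had 39.5 ± 18.3 TPM (SD, n = 3 libraries). Over the 5 ages, the mean TPM of *Scrt2* lay between 47.9 ± 15.1 at E15.5 and that P1 value. The log2 fold change of *Scrt2* from E15.5 to P1 was 0.47 (standard error 0.25, limma BH-adjusted p = 0.24). In HCs and glial cells, *Scrt2* had 0.368 ± 0.406 and 1.10 ± 1.44 TPM. *Scrt2* overlaps no other gene, and *Celf4* overlaps genes on both strands.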

We selected *Scrt2* to generate a new knockin mouse strain: *Scrt2-P2A-tdTomato* (*Scrt2-tdTomato* for short). *Scrt2*, which encodes a protein named scratch-family zinc finger 2, has been found to control brain neurogenesis (Paul et al., 2014), but *Scrt2* expression in the inner ear has not been reported. We hypothesized that *Scrt2* might be involved in SGN development and thus selected this gene as a candidate. By using our usual CRISPR/Cas9 gene-targeting approach in zygotes (Li et al., 2018; Zhang et al., 2018), we inserted a P2A-tdTomato fragment immediately before the *TGA* stop codon of *Scrt2*, which should result in tdTomato expression being completely controlled by the endogenous *Scrt2* promoter and/or enhancer (Figure 4A). *Scrt2* expression was maintained intact by using the 2A-peptide approach (Figure 4—figure supplement 1A–C), as we have reported previously (Li et al., 2018). Southern blotting analysis confirmed that no random insertion of donor DNA in the mouse genome occurred (Figure 4—figure supplement 1D and E). Wild-type, heterozygous, and homozygous mice were identified through tail-DNA PCR-genotyping (Figure 4—figure supplement 1F). We used tdTomato as an indicator of *Scrt2* expression (at the mRNA level) in the analyses described below.

**Figure 4.**
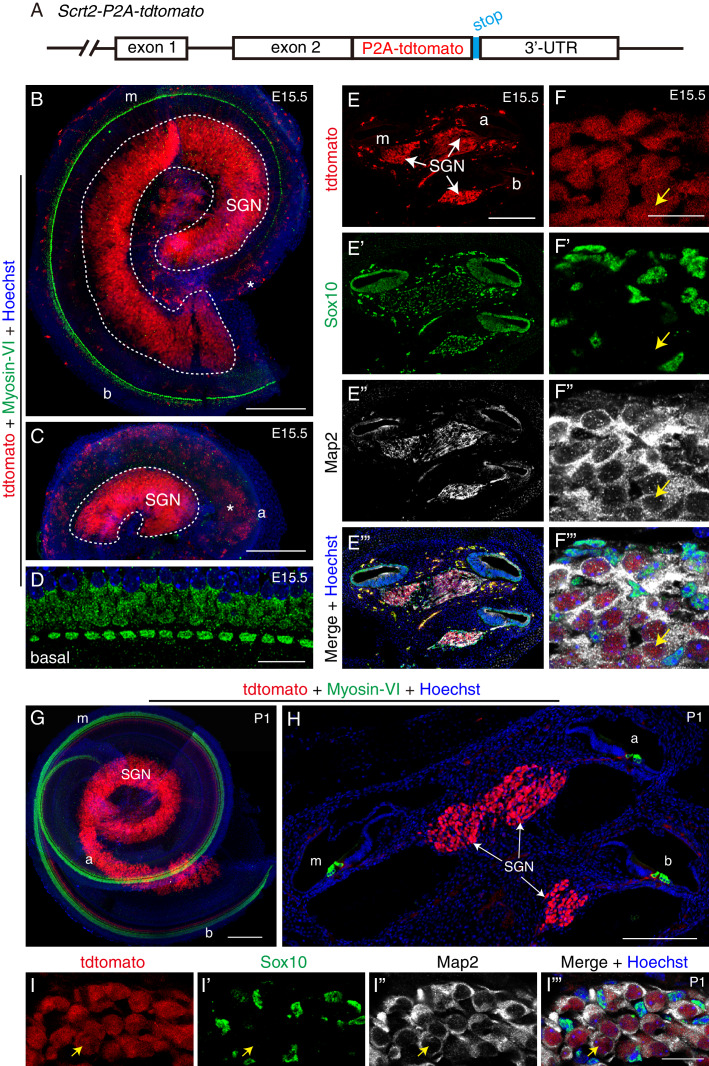
*Scrt2* is expressed in SGNs but not HCs or glia at E15.5 and P1. (**A**) Illustration of the genetically modified *Scrt2* locus. Detailed information please refer to Figure 4—figure supplement 1. (**B–C**) Double-labeling for HC-marker Myosin-VI and tdTomato in cochlear basal/middle portion (**B**) and middle/apical portion (**C**) dissected from *Scrt2-tdTomato/+* mice at E15.5. Several tdTomato+ cells were observed in the SGN area (white dotted circle). At this stage, the apical part did not yet harbor Myosin-VI+ HCs, and the middle turn contained only a single row of IHCs. Asterisk (**B and C**): blood cells showing high red autofluorescence. (**D**) High-resolution image of basal cochlea double-labeled for Myosin-VI and tdTomato. HCs did not express tdTomato. (**E–F’’’**) Low- and high-magnification (**E–E’’’, F–F’’’**) confocal images of cochlear tissues labeled for tdTomato, Sox10, and Map2 at E15.5. Arrows in (**F–F’’’**): one tdTomato+ SGN that expressed Map2 but not Sox10. (**G–H**) Double-labeling for HC marker Myosin-VI and tdTomato in whole-mount (**G**) and cryosection (**H**) analyses at P1. Myosin-VI+ HCs did not express tdTomato (*Scrt2*). (**I–I’’’**) Triple-labeling for Map2, Sox10, and tdTomato. Arrows: one tdTomato+ SGN that expressed Map2 but not Sox10. This confirms that *Scrt2* was expressed in SGNs but not glial cells at P1. Scale bars: 200 *μ*m (B, C, E, G, and H) and 20 *μ*m (D, F, and I’’’).

**Figure 4—figure supplement 1.**
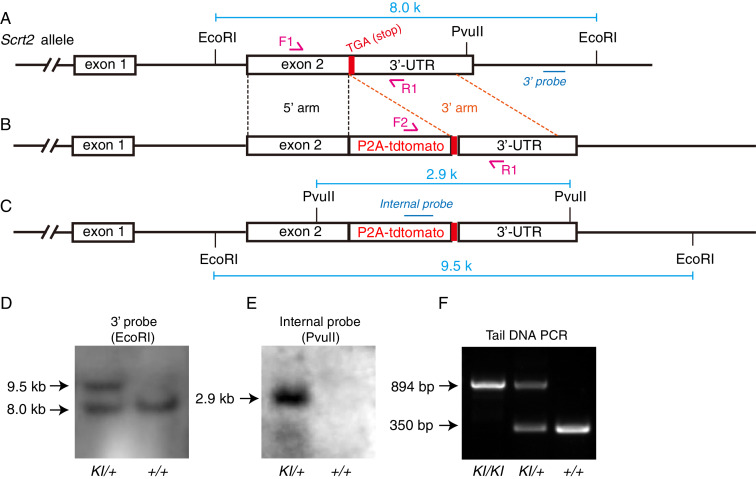
Generation of *Scrt2-P2A-tdTomato* (*Scrt2-tdTomato*) knockin mouse strain. (**A–C**) Illustration of wild-type *Scrt2* allele (**A**), gene-targeting vector (**B**), and final *Scrt2* allele after correct gene targeting (**C**). (**D–E**) Southern blotting with external 3ʹ probe and genomic DNA cut with EcoRI (**D**) and internal probe cut with PvuII (**E**). With the 3ʹ probe, a single 8.0-kbp band was detected in wild-type (*+/+*) mice, whereas the 8.0-kbp band and a 9.5-kbp band were detected in heterozygous (*KI/+*) mice. With the internal probe, a single 2.9-kbp band was detected in *KI/+* but not wild-type (*+/+*) mice. These data confirm the lack of random genomic insertion of donor DNA. (**F**) PCR-genotyping performed using mouse tail DNA and three primers (F1, F2, and R1) together allowed identification of homozygous (*KI/KI*), *KI/+*, and *+/+* mice. PCR amplicons of KI and wild-type alleles were 894 and 350 bp long, respectively.

**Figure 4—figure supplement 2.**
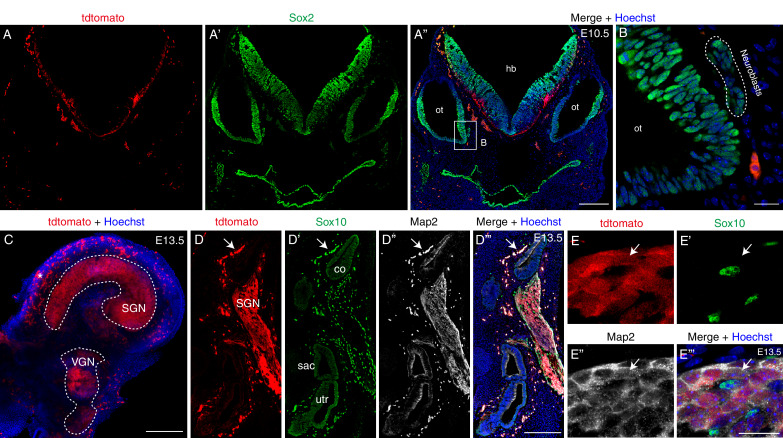
Scrt2 is not expressed in neuroblasts at E10.5 but is expressed in SGNs at E13.5. (**A–A’’**) Double-labeling of for Sox2 and tdTomato in cryosection tissues from *Scrt2-tdTomato/+* mice at E10.5; tdTomato+ cells were detected in the hindbrain, but not in the otocyst (ot), an early developmental stage of the inner ear. (**B**) High-resolution image of boxed region in (**A’’**). Neuroblasts (dotted circle) expressed Sox2 but not tdTomato. (**C**) Whole-mount view of endogenous tdTomato signal in cochlear tissues dissected from *Scrt2-tdTomato/+* mice at E13.5. Robust tdTomato signal was detected in the SGN and VGN regions. Several blood cells showing high red autofluorescence (asterisk) were detected at this age. (**D–E’’’**) Triple-labeling for Map2, Sox10, and tdTomato in cryosection samples. Arrows in (**D–D’’’**): blood cells showing high red autofluorescence (**D**); these were also visible in the green (**D’**) and far-red (**D’’**) confocal channels. Arrows in (**E–E’’’**): one tdTomato+ SGN that expressed Map2 but not Sox10. sac: sacculus; utr: utricle. Scale bars: 200 *μ*m (A’’, C, and D’’’) and 20 *μ*m (**B and E’’’**).

**Figure 4—figure supplement 3.**
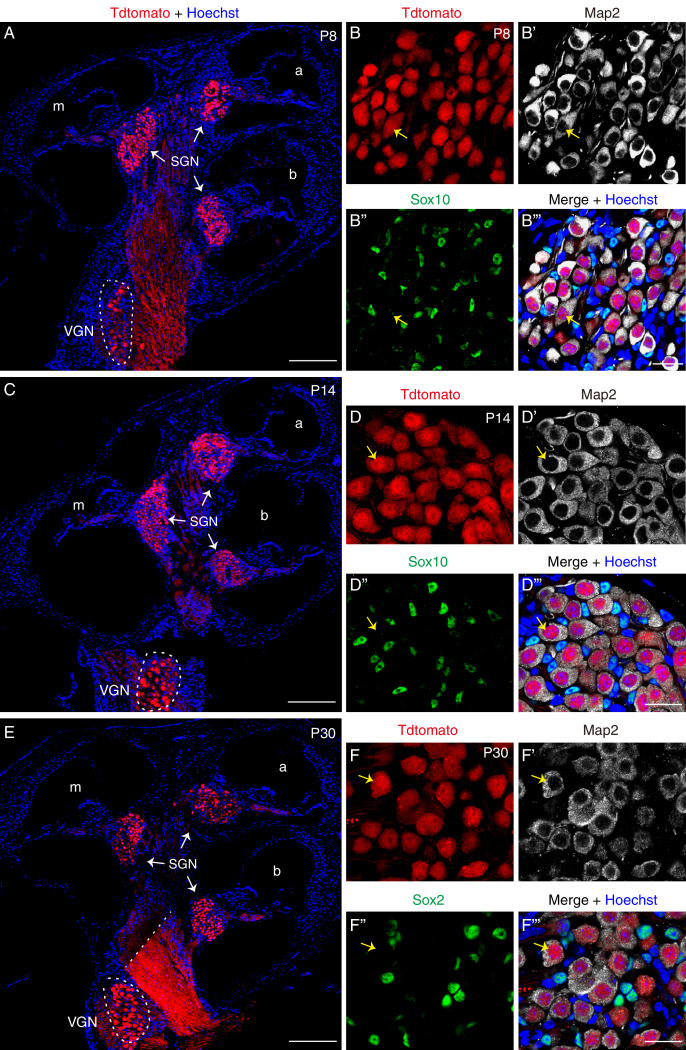
*Scrt2* expression is maintained in SGNs at P8, P14, and P30. (**A–B’’’**) Confocal cryosection images of inner ear tissues from *Scrt2-tdTomato/+* mice at P8, visualized at (**A**) low resolution, based on tdTomato fluorescence; and (**B–B’’’**) high resolution, based on triple-labeling for tdTomato, Map2, and Sox10. Arrows in (**B–B’’’**): one tdTomato+ SGN that expressed the neuronal marker Map2 but not the glial marker Sox10. (**C–D’’’**) Confocal cryosection images of inner ear tissues dissected from *Scrt2-tdTomato/+* mice at P14. Again, tdTomato+ cells expressed Map2 but not Sox10, confirming that they were SGNs and not glial cells (arrows in D-D’’’). (**E–F’’’**) Confocal cryosection images of inner ear tissues dissected from *Scrt2-tdTomato/+* mice at P30. As before, tdTomato+ cells (arrows in F-F’’’) expressed Map2 but not Sox2 in the adult inner ear. Dotted white line in (**E**): boundary of confocal tile scan (2 × 2). At all ages, VGNs were also tdTomato+ (white dotted circles in A, C, and E). Scale bars: 200 *μ*m (A, C, and E) and 20 *μ*m (B’’’, D’’’, and F’’’).

Although Sox2+/tdTomato+ cells were found in the hindbrain regions that were close to the otocyst (Figure 4—figure supplement 2A–A’’), Sox2+ SGN progenitors, referred to as neuroblasts, did not express tdTomato at E10.5 (Figure 4—figure supplement 2B, n = 3, mouse numbers). This suggests that Scrt2 expression is not turned on in neuroblasts at E10.5. However, whole-mount analysis showed that many tdTomato+ cells were present in both SGN and VGN regions at E13.5 (white dotted lines in Figure 4—figure supplement 2C, n = 3, mouse numbers). Furthermore, triple labeling for tdTomato, Sox10 and Map2 demonstrated that tdTomato+ cells expressed the neuronal marker Map2 but not the glial marker Sox10 (Figure 4—figure supplement 2D–E’’’). This confirmed that *Scrt2*, at least at the mRNA level, is expressed in SGNs at E13.5 (arrows in Figure 4—figure supplement 2E–E’’’).

Similar patterns of tdTomato expression were observed in cochlear samples at E15.5 (n = 3, mouse numbers), by which time Myosin-VI+ HCs were present at basal and middle but not apical turns (Figure 4B and C). The Myosin-VI+ HCs did not express tdTomato (Figure 4D), demonstrating that *Scrt2* was not expressed in HCs. As expected, tdTomato+ cells were distributed densely in the SGN area in all three cochlear turns (Figure 4E–E’’’), and the cells expressed Map2 but not Sox10 (arrows in Figure 4F–F’’’). This again confirmed that *Scrt2* was expressed in SGNs but not glial cells.

We also analyzed inner ear samples of *Scrt2-tdTomato/+* mice at four postnatal ages: P1, P8, P14 and P30. Numerous tdTomato+ cells were present in SGN regions in all cochlear turns at P1 (n = 3, mouse numbers), as visualized in whole-mount (Figure 4G) and cryosection analysis (Figure 4H). As before, tdTomato+ cells expressed Map2 but not Sox10 (arrows in Figure 4I–I’’’). Similar tdTomato expression patterns were also observed at P8, P14, and P30 (Figure 4—figure supplement 3A–B’’’, C–D’’’ and E–F’’’, respectively; n = 3 mouse numbers/age). The tdTomato+ cells expressed Map2 but not Sox10 (arrows in Figure 4—figure supplement 3B–B’’’ and D–D’’’) or Sox2 (another glial marker) (arrows in Figure 4—figure supplement 3F–F’’’). With tdTomato serving as the read-out, the data overall indicate that *Scrt2* mRNA expression is turned on between E10.5 and E13.5 and then permanently and specifically maintained in SGNs. Glial cells and HCs did not express *Scrt2*.

### *Celf4* is dynamically expressed in both embryonic and adult SGNs

From the list of dynamically expressed genes (Figure 2B), we selected *Celf4* to confirm its temporal dynamics in vivo. RNA-Seq data analysis suggested that *Celf4* expression gradually increased from E15.5 to P30 (Figure 2C). This increment was further confirmed through qPCR analysis of *Celf4* (Figure 2D). 

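The mean TPM of *Celf4* in SGNs was 22.3 ± 10.4 at E15.5, 53.45 ± 21.2 at P8, 88.6 ± 73 at P14 and 91.9 ± 4.36 at P30 (SD, n = 3 each). P14 replicate 2 had 16.2 TPM. From E15.5 to P30, the log2 fold change was 2.37 (standard error 0.36, limma BH-adjusted p = 9.1e-05). From E15.5 to P1 it was 0.38 (standard error 0.40, limma BH-adjusted p = 0.56), and none of the 4 transitions between neighboring ages passed the thresholds, so *Celf4* was in the unchanged category. HCs had 2.25 ± 1.09 TPM and glial cells 3.49 ± 4.44 TPM. *Celf4* overlaps other genes on both strands, so its counts are uncertain. From its RNA-Seq and qPCR data, the paper proposes that *Celf4* expression rises gradually with age. It also reports a higher signal-to-noise ratio of HA (Celf4) protein staining at P1 than at E15.5.

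**Figure D5:**
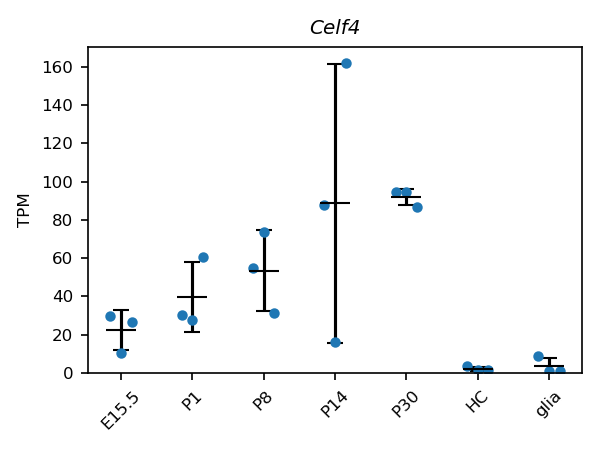
TPM of *Celf4* in each library of SGNs by age, HCs and glial cells, with the mean (bar) and SD of the 3 libraries. The P14 libraries spread the most, with an SD of 73.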

*Celf4* (CUGBP Elav-like family member 4) encodes an RNA-binding protein involved in mRNA stability, protein translation, and seizure occurrence (Ladd et al., 2001; Wagnon et al., 2012; Wagnon et al., 2011). No previous study has reported *Celf4* expression in the inner ear. We selected *Celf4* because it was highly expressed at adult ages and was thus considered a promising candidate for generating a CreER driver line in which adult SGNs are specifically labeled within the inner ear. Moreover, because our previous work showed that RNA-binding proteins can precisely regulate gene translation and cell-fate maintenance (Liu et al., 2015), we also aim to characterize, in future studies, the potential roles of *Celf4* in inner ear SGN fate determination and differentiation.

By CRISPR/Cas9-mediated gene editing in zygotes, we generated the second knockin mouse strain, *Celf4-3xHA-P2A-iCreER-T2A-EGFP* (*Celf4-iCreER* for short), in which we inserted the fragment, *3xHA-P2A-iCreER-T2A-EGFP*, immediately before the *TGA* stop codon of the *Celf4* locus (Figure 5A and Figure 5—figure supplement 1A–C). This mouse line enables three new assays: (1) precise visualization of Celf4 protein, because the protein C-terminus is tagged with 3 × HA (which can be detected using anti-HA antibodies); (2) lineage tracing of *Celf4*-expressing cells through tamoxifen injection at different ages by using iCreER; and (3) detection of *Celf4* mRNA expression based on EGFP. Absence of random insertion of donor DNA was confirmed through Southern blotting (Figure 5—figure supplement 1D–E), and knockin (*KI*) and wild type (*+*) alleles were identified using PCR genotyping (Figure 5—figure supplement 1F).

**Figure 5.**
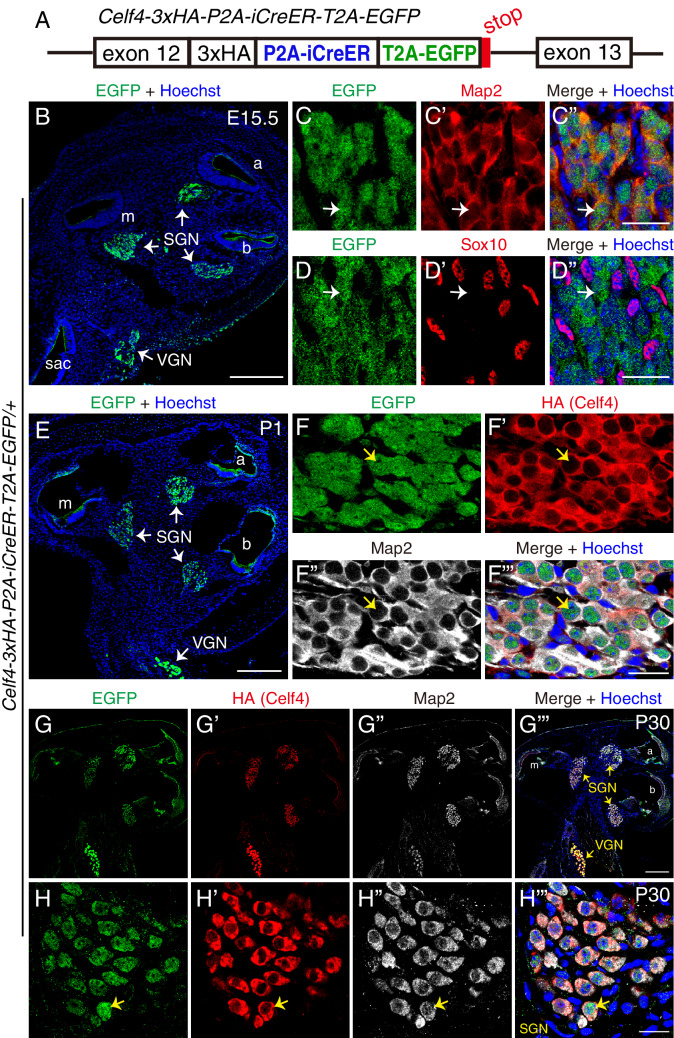
*Celf4* is detected in SGNs at E15.5 and further increased at P1 and P30. (**A**) Illustration of the genetically modified *Celf4* locus. Detailed information please refer to Figure 5—figure supplement 1. (**B**) Cochlear cryosectioned tissues from *Celf4-3xHA-P2A-iCreER-T2A-EGFP/+* (*Celf4-iCreER/+*) mice at E15.5 were stained with EGFP antibody. EGFP signal was observed in SGN areas in all three cochlear turns and in vestibular neuron (VGN) regions. (**C–C’’**) Double-labeling for EGFP and neuronal marker Map2. Arrows: one EGFP+ cell that expressed Map2, confirming that it was an SGN. (**D–D’’**) Double-labeling for EGFP and glial marker Sox10. Arrows: one EGFP+ cell that did not express Sox10, confirming that it was not a glial cell. (**E**) Cochlear cryosectioned tissues from *Celf4-iCreER/+* mice at P1 were stained with EGFP antibody. (**F–F’’’**) Triple-labeling with EGFP, HA, and Map2 antibodies. Arrows: one SGN that expressed EGFP, HA-tagged Celf4, and Map2. (**G–H’’’**) Triple-labeling for EGFP, HA, and Map2 in cochlear cryosection tissues, shown at low (**G–G’’’**) and high resolution (**H–H’’’**), from *Celf4-3xHA-P2A-iCreER-T2A-EGFP/+* (*Celf4-iCreER/+*) mice at P30. Arrows in (**H–H’’’**): one SGN that expressed EGFP, HA (Celf4), and Map2. VGNs (**G’’’**) also expressed *Celf4*. Because the EGFP and HA signals were stronger in VGNs than in SGNs, *Celf4* expression level is expected to be higher in VGNs. Sac: sacculus. Scale bars: 200 *μ*m (**B, E and G’’’**) and 20 *μ*m (**C’’, D’’, F’’’ and H’’’**).

**Figure 5—figure supplement 1.**
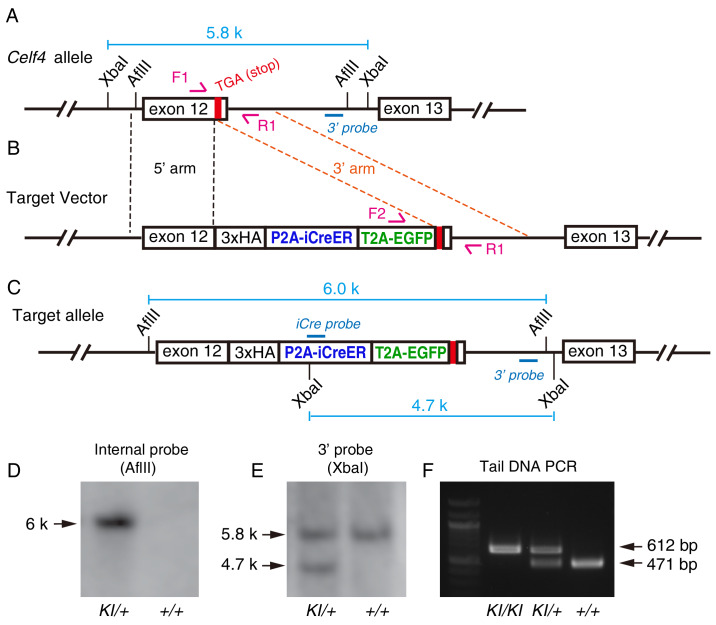
Generation of *Celf4-3xHA-P2A-iCreER-T2A-EGFP* (*Celf4-iCreER*) knockin mouse strain. (**A–C**) Illustration of wild-type *Celf4* locus (**A**), gene-targeting vector (**B**), and final *Celf4* allele after correct gene targeting (**C**). (**D–E**) Southern blotting performed using internal probe (**D**) and external 3ʹ probe (**E**). Only the genomic DNA of the knockin allele (KI) cut with AfIII showed a 6-kbp band with the internal probe. When the genomic DNA was cut with XbaI and blotted with the 3ʹ probe, a single 5.8-kbp band was detected in the case of wild-type (*+/+*) mice, whereas 5.8- and 4.7-kbp bands were detected in heterozygous (*KI/+*) mice. The Southern blotting confirmed the lack of random genomic insertion of donor DNA. (**F**) In PCR-genotyping performed using three primers (F1, F2, and R1) together, the PCR amplicons of KI and wild-type alleles were 612 and 471 bp long, respectively.

We first characterized inner ear samples from *Celf4-iCreER/+* mice at E15.5 (n = 3, mouse numbers). EGFP+ cells were observed in the SGN region of all three cochlear turns (Figure 5B). These EGFP+ cells expressed Map2 (arrows in Figure 5C–C’’) but not Sox10 (arrows in Figure 5D–D’’), confirming that these cells were SGNs and not glial cells. In agreement with our finding that *Celf4* mRNA levels gradually increased (dynamic expression) after E15.5 (Figure 2C–D), Celf4 protein was detected at a low signal-to-noise ratio at E15.5 with an anti-HA antibody (data not shown), but by P1, the signal-to-noise ratio of HA (Celf4) staining in EGFP+/Map2+ SGNs was considerably increased (arrows in Figure 5F–F’’’). Moreover, EGFP and HA (Celf4) expression was maintained in Map2+ SGNs at P30 (Figure 5G–H’’’). Furthermore, in addition to SGNs, VGNs expressed EGFP (Figure 5B, E and G’’’). In summary, *Celf4* was expressed in SGNs and exhibited dynamic expression; this agrees with our RNA-Seq data (Figure 2C) and qPCR analysis of *Celf4* mRNA (Figure 2D).

### Fate mapping analysis by using *Celf4-iCreER/+* mouse strain

Besides analyzing the temporal pattern of *Celf4* expression, we performed fate mapping analysis by using the *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato* (Ai9)*/+* mice (experimental group), as illustrated in Figure 6A. The control group included *Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice. Both groups (n = 3, mouse numbers in each) were injected with tamoxifen at P1/P2 and analyzed at P11 (Figure 6B–D’’), or injected at P8/P9 and analyzed at P18 (Figure 6E–G’’), or at P30/P31 and analyzed at P40 (Figure 6H–J’’). No tdTomato+ cells were observed in any of the control groups. For brevity, those data were not presented here.

**Figure 6.**
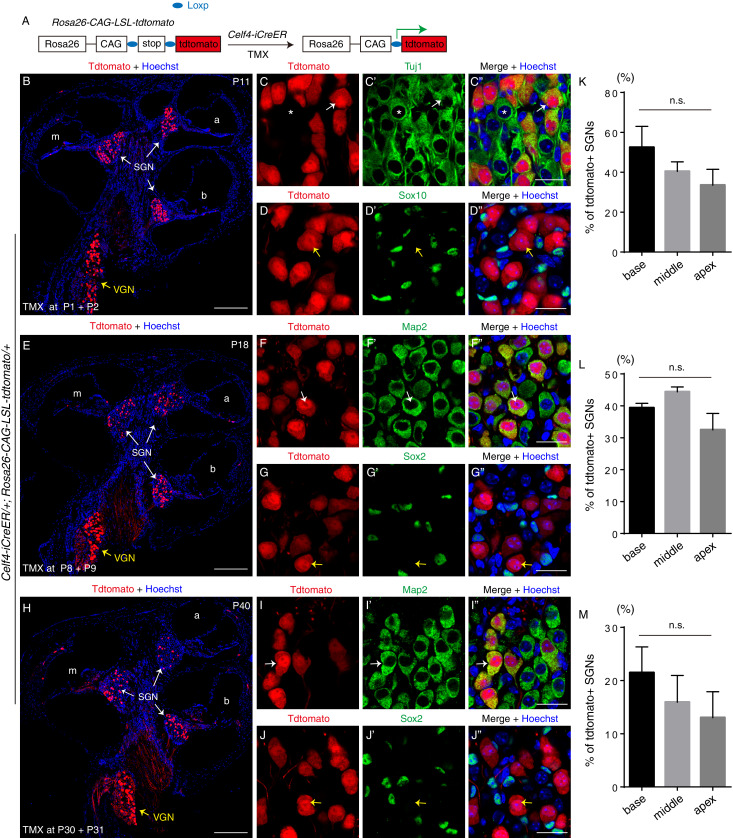
Fate-mapping analysis of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice across multiple ages. (**A**) Illustration of fate-mapping analysis method. (**B–D’’**) Tamoxifen was injected at P1 and P2, and analysis was performed at P11. We detected tdTomato+ cells in SGN and VGN areas based on tdTomato endogenous fluorescence (**B**). Double-labeling was performed for tdTomato and Tuj1 (**C–C’’**) or Sox10 (**D–D’’**). White arrows in (**C–C’’**): one Tuj1+/tdTomato+ SGN. Asterisk: one SGN that was not tdTomato+ due to the mosaicism of tamoxifen-mediated Cre-recombination. Yellow arrows in (**D–D’’**): one tdTomato+ SGN that did not express Sox10. (**E–G’’**) Tamoxifen was injected at P8 and P9, and analysis was performed at P18. As before, tdTomato+ cells were observed in SGN and VGN areas (**E**). Double-labeling was performed for tdTomato and Map2 (**F–F’’**) or Sox2 (**G–G’’**). Arrows in (**F–F’’**): one Map2+/tdTomato+ SGN. Yellow arrows in (**G–G’’**): one tdTomato+ SGN that did not express Sox2. (**H–J’’**) Tamoxifen was injected at P30 and P31, and analysis was performed at P40. Again, most of the tdTomato+ cells were detected in SGN and VGN areas (**H**). Double-labeling was performed for tdTomato and Map2 (**I–I’’**) or Sox2 (**J–J’’**). Arrows in (**I–I’’**): one Map2+/tdTomato+ SGN. As expected, the SGN indicated by yellow arrows in (**J–J’’**) expressed tdTomato but not Sox2, confirming that glial cells did not express *Celf4*. (**K–M**) Quantification of tdTomato+ SGNs in each turn after tamoxifen injection at P1 and P2 (**K**), P8 and P9 (**L**), or P30 and P31 (**M**); no significant differences (n.s.) were found between different turns at each age. TMX: tamoxifen. Scale bars: 200 *μ*m (B, E, and H) and 20 *μ*m (C’’, D’’, F’’, G’’, I’’, and J’’). Figure 6—source data 1.Percentage of tdtomato+ SGNs when tamoxifen was given at postnatal ages.

**Figure 6—figure supplement 1.**
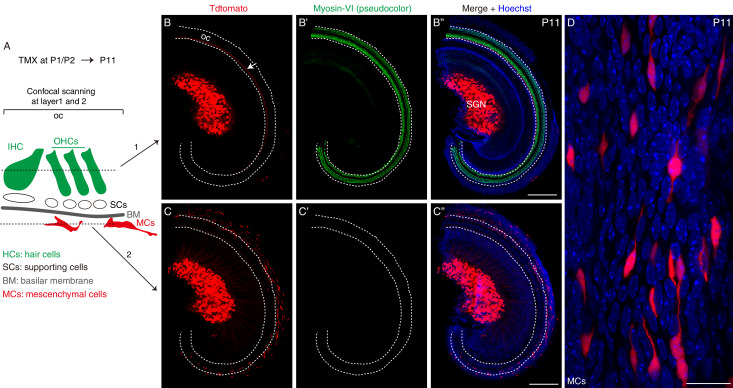
Besides SGNs, mesenchymal cells in the cochlea express *Celf4*. (**A**) *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice were administered tamoxifen at P1 and P2 and analyzed at P11 by using the whole-mount approach, with scanning at different layers performed using a confocal microscope. The cartoon illustrates images scanned at layer 1 (**B–B’’**) and layer 2 (**C–C’’**). (**B–B’’**) Cochlear samples were stained for the HC marker Myosin-VI and tdTomato and imaged using a confocal microscope, with focus on the HC layer (layer 1) as illustrated in (**A**). White dotted lines: area containing the organ of Corti (oc). Arrow in (**B**): neuronal fibers close to IHCs. (**C–C’’**) Same cochlear sample as in (**B–B’’**), but with focus beneath the basilar membrane (layer two in A), where tdTomato+ mesenchymal cells were present. (**D**) High-resolution image of mesenchymal cells. IHC: inner hair cell; OHCs: outer hair cells. Scale bars: 200 *μ*m (**B’’ and C’’**) and 20 *μ*m (**D**).

**Figure 6—figure supplement 2.**
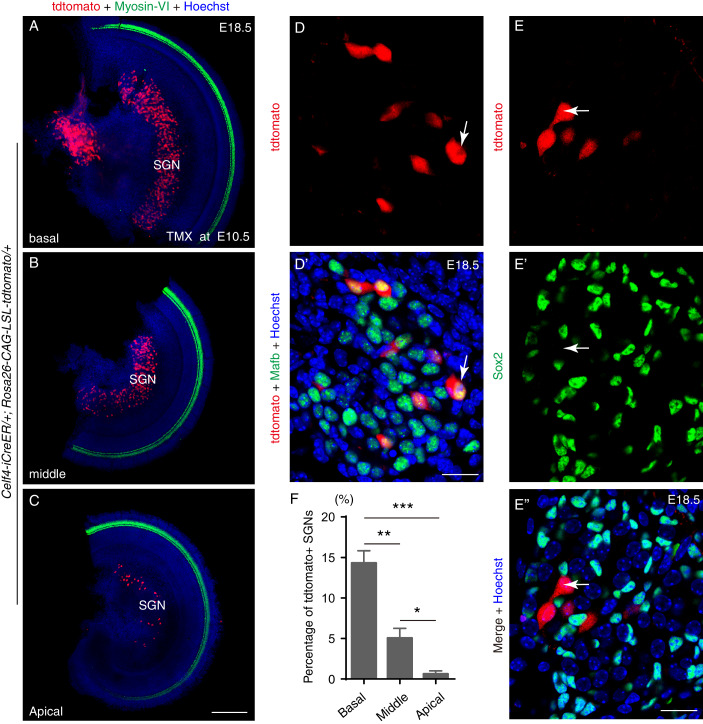
Fate-mapping analysis of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice at E10.5. (**A–C**) Co-labeling for tdTomato and Myosin-VI in whole-mount cochlear samples from *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at E10.5 and analyzed at E18.5. The SGN region contained tdTomato+ cells in the basal (**A**), middle (**B**), and apical turns (**C**). (**D–D’**) Co-labeling for tdTomato and Mafb. Arrows: one Mafb+/tdTomato+ SGN. (**E–E’’**) Co-labeling for tdTomato and Sox2. Arrows: one tdTomato+ SGN that did not express Sox2. (**F**) Percentage of tdTomato+ SGNs at different turns; the percentages differed significantly between the turns. *p<0.05, **p<0.01, ***p<0.001. Scale bars: 200 *μ*m (**C**) and 20 *μ*m (**D’ and E’’**). Figure 6—figure supplement 2—source data 1.Percentage of tdtomato+ SGNs when tamoxifen was given at E10.5.

We detected tdTomato+ cells in SGN regions at P11, P18, and P40 at a similar density (white arrows in Figure 6B,E and H). These tdTomato+ cells expressed the SGN markers Tuj1 and Map2 (white arrows in Figure 6C–C’’, Figure 6F–F’’ and Figure 6I–I’’) but not the glial markers Sox10 and Sox2 (yellow arrows in Figure 6D–D’’, Figure 6G–G’’ and Figure 6J–J’’). Because tamoxifen was not taken up by all cells, a few Tuj1+ SGNs did not express tdTomato (asterisks in Figure 6C–C’’). Quantification of the data did not reveal significant differences in the percentage of tdTomato+ SGNs between the different cochlear turns at P11 (Figure 6K), P18 (Figure 6L) or P40 (Figure 6M). At P11, P18 and P40, 33.5%–52.4%, 32.5–44.4% and 13.0–21.5% of SGNs were tdTomato+, respectively (*n* = 3, mouse numbers for each age). The EGFP signal here was also detected in cochlear duct cells, including HCs at P1 (Figure 5E); this should be regarded as background signal because no tdTomato+ HCs were visible in whole-mount analysis performed during the lineage tracing (tamoxifen injection at P1/P2) (Figure 6—figure supplement 1). We also detected tdTomato+ mesenchymal cells beneath the basilar membrane at P11 (Figure 6—figure supplement 1D).

To determine whether *Celf4* is expressed in the early embryonic otocyst, *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* embryos (*n* = 3, embryo numbers) were administered tamoxifen at E10.5 and analyzed at E18.5 (Figure 6—figure supplement 2). Numerous tdTomato+ cells were observed in SGN regions (Figure 6—figure supplement 2A–C). Those tdtomato+ cells expressed Mafb (arrows in Figure 6—figure supplement 2D and D’), but not Sox2 (arrows in Figure 6—figure supplement 2E–E’’). Again, it confirms that tdTomato+ cells were SGNs but not glial cells. Interestingly, there was a significant difference regarding the percentage of tdTomato+ SGNs at basal (14.3 ± 1.53%), middle (5.04 ± 1.22%) and apical (0.60 ± 0.41%) turns (Figure 6—figure supplement 2F). It suggests that cells with higher *Celf4* expression around E10.5 preferentially develop into SGNs at basal or middle turns. Moreover, we analyzed cochlear samples of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice at P1 (n = 3, mouse number) that had not been administered tamoxifen. No tdTomato+ cells were observed in this case, which confirmed that Cre activity strictly depends on tamoxifen injection. Together, our data suggest that *Celf4* expression is turned on in neuroblasts (SGN progenitors) by E10.5 and maintained in SGNs at a high level in adult ages. *Celf4* was also expressed in other inner ear cells, such as mesenchymal cells (Figure 6—figure supplement 1).

### *Scrt2* and *Celf4* are expressed in both type I and type II SGNs at adult ages

In the adult cochlea, Type I SGNs account for ~95% of all SGNs and Type II for only ~5%. *Scrt2* and *Celf4* were expressed in numerous SGNs at P30 (Figure 4—figure supplement 3E and Figure 5G–H’’’). Gata3 is highly expressed in adult Type II SGNs, but is not expressed or expressed at a very low level in adult Type I SGNs (Nishimura et al., 2017; Yu et al., 2013). To precisely determine whether *Celf4 and Scrt2* were expressed in Type II SGNs, we co-labeled for tdTomato and Gata3 in *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at P30/P31 and analyzed at P40, as well as in *Scrt2-P2A-tdTomato/+* mice at P30. In SGN regions of both models, tdTomato+/Gata3+ cells were observed (arrows in Figure 7A–B’’), which showed that Type II SGNs expressed *Scrt2* and *Celf4.* The tdTomato+ cells exhibiting no or very low Gata3 expression were Type I SGNs (asterisks in Figure 7A–B’’).

**Figure 7.**
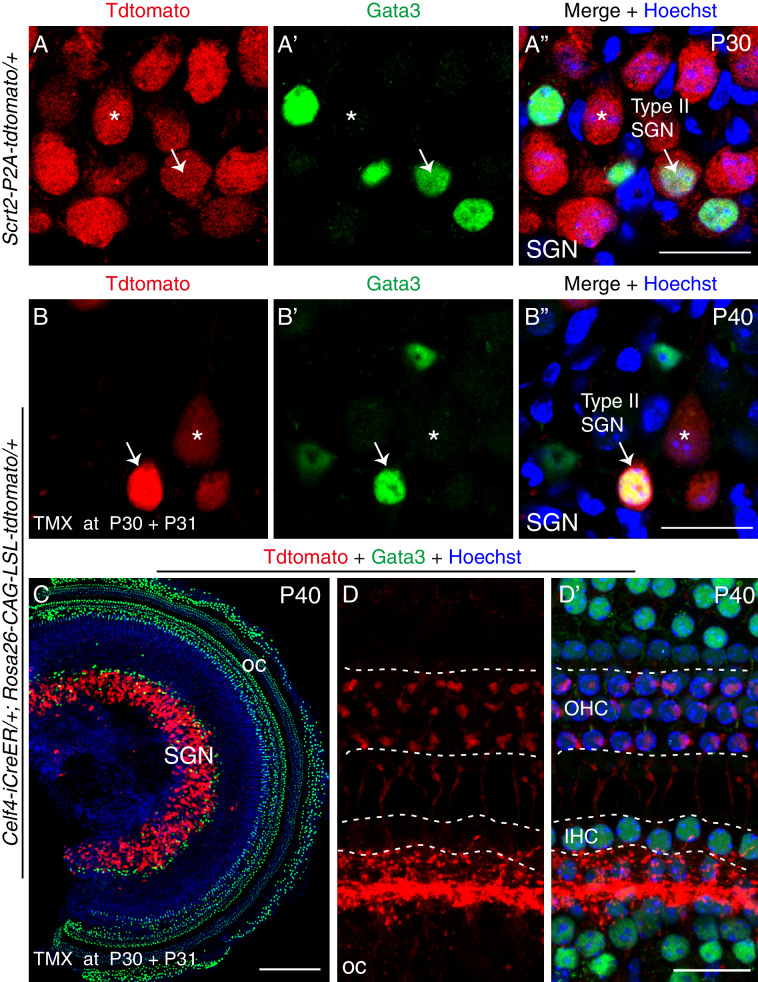
*Scrt2* and *Celf4* are expressed in both Type I and Type II SGNs in adult mouse cochlea. (**A–B’’**) Co-labeling of tdTomato and Gata3 in cryosection cochlear samples from *Scrt2-P2A-tdTomato/+* mice at P30 (**A–A’’**) and *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at P30 and P31 and analyzed at P40 (**B–B’’**). Arrows: Type II SGNs, expressing both Type II marker Gata3 and tdTomato; asterisk: Type I SGNs, expressing only tdTomato; tdTomato represents expression of *Scrt2* (**A–A’’**) and *Celf4* (**B–B’’**). (**C**) Whole mount cochlear samples from *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice were co-stained with tdTomato and Gata3. Gata3 was widely expressed in cochlea including cells in organ of Corti (oc) and SGN areas. (**D–D’**) High-resolution confocal z-stack projection images of oc region at P40. Tdtomato+ fiber terminals were distributed in both IHCs and OHCs. Scale bars: 200 *μ*m (**C**), 20 *μ*m (**A’’, B’’ and D’**).

**Figure 7—figure supplement 1.**
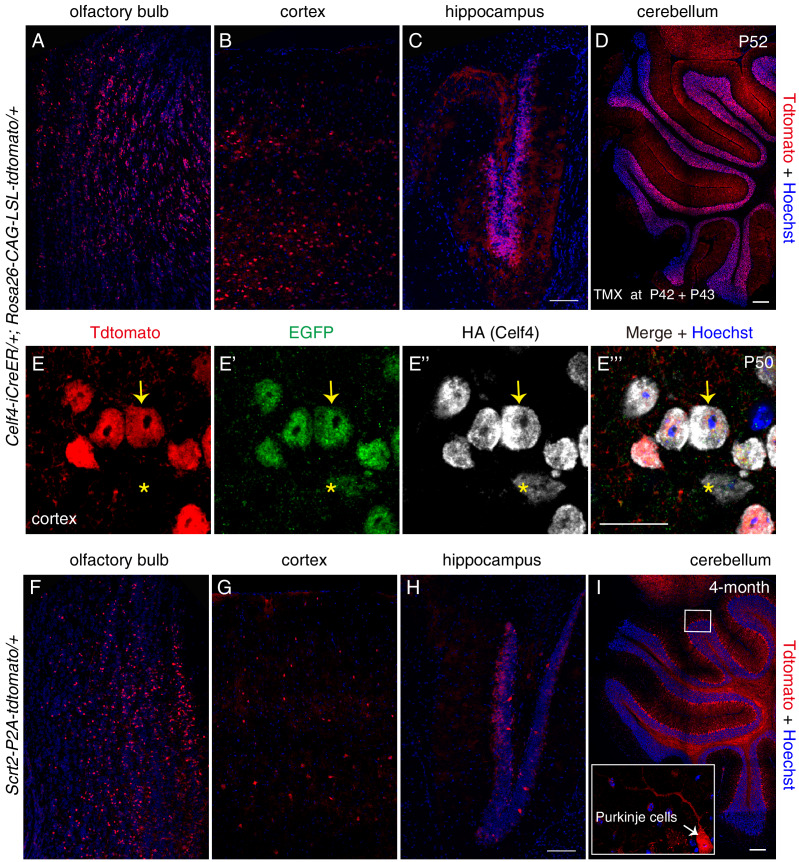
Scrt2 and Celf4 are also expressed in adult brain. (**A–E’’’**) We detected tdTomato+ cells in the olfactory bulb (**A**), cortex (**B**), hippocampus (**C**), and cerebellum (**D**) of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at P42 and P43 and analyzed at P52. (**E–E’’’**) High-resolution image of cortex tissues labeled for EGFP, HA (Celf4), and endogenous tdTomato. Arrows: one neuron that was tdTomato+/EGFP+/HA+. Asterisks: another neuron, showing weaker EGFP and HA signals; in this neuron, Cre-mediated recombination did not occur and tdTomato was not expressed. (**F–I**) We also detected tdTomato+ cells in the olfactory bulb (**F**), cortex (**G**), hippocampus (**H**), and cerebellum (**I**) of 4-month-old *Scrt2-tdTomato/+* mice. Inset in (**I**): high-resolution image of boxed region in (**I**). Arrow: Purkinje cell with long branched dendrites. Scale bars: 200 *μ*m (**D and I**), 100 *μ*m (**C and H**), and 20 *μ*m (**E’’’**).

Besides SGN area (primarily in SGN peripheral region), Gata3 is widely expressed in many other cochlear cells including HCs (Figure 7C). Tdtomato+ fibers were found in OHC and IHC regions of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice at P40 (Figure 7D–D’). Again, it supported that *Celf4* was expressed both type I and II SGNs. However, it is also possible that some of those tdTomato+ fibers were efferent. Whole mount staining of tdTomato and Gata3 were also performed in cochlear samples of *Scrt2-P2A-tdTomato/+* mice at P30. Similar to Figure 4—figure supplement 3E, plenty of tdtomato+ SGNs were observed. Unfortunately, signal-to-noise ratio of tdtomato+ fibers close to IHCs and OHCs were low and the poor quality images were not presented here. We speculated that the expression level of tdtomato driven by *Scrt2* endogenous gene was lower than that driven by CAG promoter in *Rosa26* locus in *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice. Together, we conclude that both Type I and Type II SGNs express *Scrt2* and *Celf4* at P30.

### *Scrt2* and *Celf4* are expressed in adult brain tissues

Last, we also briefly characterized the expression patterns of *Scrt2* and *Celf4* in the adult mouse brain. *Celf4* was previously reported to be expressed in the olfactory bulb, cortex, hippocampus and cerebellum in the adult brain (Wagnon et al., 2011; Yang et al., 2007; Yue et al., 2014). Accordingly, tdTomato+ cells were detected in these four brain areas of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at P42 and P43, and analyzed at P52 (Figure 7—figure supplement 1A–D). Triple labeling for tdTomato, EGFP and HA revealed that both *Celf4* mRNA and protein were expressed (arrows in Figure 7—figure supplement 1E–E’’’).

Similarly, tdTomato+ cells were also observed in the olfactory bulb, cortex, hippocampus and cerebellum of *Scrt2-P2A-tdtomato/+* mice at 4-month-old of age (Figure 7—figure supplement 1F–I). Notably, several tdTomato+ cells with long branched dendrites were observed in the cerebellum and these are likely Purkinje cells (arrow in inset of Figure 7—figure supplement 1I). The observed *Scrt2* expression in the adult cerebellum and cortex is consistent with the mouse Encode transcriptome data (Yue et al., 2014). *Scrt2* has been recently reported to be a critical regulator of cerebellum development (Ha et al., 2019). Future work is also needed to investigate whether *Celf4* and *Scrt2* are expressed in auditory ascending and descending neurons in brain. It will be able to address whether some tdTomato+ fibers were efferent or exclusively afferent (Figure 7D–D’). Together, our data suggest that *Celf4* and *Scrt2* are not exclusively expressed in SGNs and might be general regulators for neuron development.

## Discussion

We performed bulk RNA-Seq analysis of cochlear SGNs at five ages, E15.5, P1, P8, P14, and P30, covering distinct developmental states of SGNs. By comparing the transcriptomes of these SGNs and HCs/glial cells, we identified previously unknown SGN-specific genes, and we classified these genes as either constant or dynamic genes depending on their expression profile during development (Figure 2A and B). The accuracy of our dataset was further partially validated by our RNA in situ hybridization and thorough analysis of two knockin mouse strains that we generated. Thus, we have presented a precise and comprehensive dataset covering the transcriptomes of coding and noncoding genes that were not provided by previous studies.

### Comparison between our bulk RNA-Seq and three previous single-cell RNA-Seq analyses of SGNs

Pioneering single-cell RNA-Seq studies of SGNs were recently reported by three research groups (Petitpré et al., 2018; Shrestha et al., 2018; Sun et al., 2018). These groups used distinct methods: one group produced SGN cell suspensions from 9-week-old mice and used droplet microfluidics (10 × Genomics) (Sun et al., 2018); another group used manual picking and the Smart-seq2 method with P25–P27 mice (Shrestha et al., 2018); and the third group used fluorescence-activated cell sorting (FACS) to obtain SGNs from P17, P21, and P33 mice and constructed sequencing libraries by using Smart-seq2 (Petitpré et al., 2018). Despite differences related to age and single-cell RNA-Seq methods in the studies, similar conclusions were drawn: SGNs can be divided into Type Ia, Type Ib, Type Ic, and Type II subtypes. Multiple SGN genes, such as *Pou4f1*, *Lypd1*, *Calb1* and *Calb2*, are differentially expressed in each Type I subtype. Recently, nano-pore long-read RNA-Seq analysis has revealed the splicing diversity of inner ear HCs and Deiters’cells (Ranum et al., 2019); we speculate that a higher degree of heterogeneity (than currently appreciated) will be found among SGNs if long-read RNA-Seq is used.

All three aforementioned single-cell RNA-Seq studies focused on the heterogeneities among SGNs or among different cochlear turns for tonotopic analysis. By contrast, we focused here on comparing the transcriptomes of SGNs and two other inner ear cell types, HCs and glia. Our aim was to identify genes that were expressed specifically in SGNs within cochlea and exhibited either constant (e.g. *Scrt2*) or dynamic (e.g. *Celf4*) expression patterns. We expect these genes to represent promising candidate regulators of SGN cell-fate determination and/or differentiation. Accordingly, *Mafb* appeared in our list of dynamic genes, and this gene is known to be required for SGN to function properly (Yu et al., 2013). Because only HCs and glial cells were used as reference cells in this study, we cannot rule out the possibility that other cell types in the cochlea also transiently or permanently express the genes listed in Figure 2. In accord with this view, *Celf4* expression was also sporadically detected in mesenchymal cells in our lineage-tracing assays (Figure 6—figure supplement 1). Comprehensive analysis in the future will be necessary to confirm the in situ expression of each of these genes.

Another distinguishing feature of our study as compared with other studies is that we did not limit our analysis to coding mRNAs. Whereas single-cell RNA-Seq can only capture mRNAs harboring poly-A tails, our approach uses both oligo-dT and random primers and thus captures both mRNAs and noncoding RNAs. For example, *mir680-2* (microRNA 680–2) was identified as an SGN dynamic gene (Figure 2B). 

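*Mir680-2* is annotated as a miRNA gene (chromosome X, 144297790 to 144297899, with a length of 110 in the deposited table). It had 81.0 ± 42.1 TPM in P1 SGNs, 9.88 ± 6.83 at E15.5 and 9.93 ± 5.19 at P8 (SD, n = 3). The log2 fold change was 2.80 from E15.5 to P1 (standard error 0.83, limma BH-adjusted p = 0.039) and -2.54 from P1 to P8 (limma BH-adjusted p = 0.035). The rise did not pass an adjusted p of 0.05 under edgeR's quasi-likelihood test (BH-adjusted p = 0.0905), under DESeq2 (0.0625), with sample quality weights in limma (0.188), or with any one of the 6 E15.5 and P1 libraries left out. The fall did not pass under edgeR's quasi-likelihood test (BH-adjusted p = 0.141) or DESeq2 (0.0944), or with any one of the 6 P1 and P8 libraries left out. No count fell on *Mir680-2* in the 3 HC libraries, and its mean P1 level was 17.5-fold the level 3 counts would give there, leaving out the spread at P1. In glial cells it had 1.04 ± 1.13 TPM. With so short a gene, a few counts make a large TPM.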

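By age, the number of genes with a TPM over 1 was 14821 ± 814 at E15.5, 16145 ± 1160 at P1 and 13359 ± 1562 at P30 (SD, n = 3 libraries each). Over the 15 SGN libraries it was 14536 ± 1579. With every library of the 21 drawn down to 10368240 counts, the mean number of genes was 14985. The single-cell datasets of other studies were not used here.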

Our method also allowed for greater depth of coverage than before because we pooled ~100 pure SGNs; this led to the detection of ~15,000 genes (TPM >1), which is considerably deeper than the coverage in previous SGN single-cell RNA-Seq studies:~2000 genes with 10 × Genomics v2 (Sun et al., 2018) or ~8000 genes with Smart-seq2 approach (Shrestha et al., 2018). It is reported that SGNs were easily contaminated by blood cells (Sun et al., 2018). 

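*Hbb-bs* and *Hbb-bt*, neighboring paralogs on chromosome 7 between which the authors' counting could split reads, had counts in replicate 1 of 4 of the 5 SGN ages. *Hbb-bs* had 111 TPM in E15.5 replicate 1, 19.6 in P1 replicate 1, 17.5 in P8 replicate 1 and 9.24 in P30 replicate 1. *Hbb-bt* had 41.2, 4.31, 5.04 and 3.40 TPM in the same libraries. In P14 replicate 1 and in replicates 2 and 3 of the 5 ages, both genes had 0 counts. In the HC libraries, *Hbb-bs* had 2 counts in replicate 2 and 0 in the others, and the glial libraries had 0 for both genes.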

We found that genes of blood cells, such as *Hbb-bs* and *Hbb-bt*, were depleted in our samples (Figure 2—figure supplement 2), which indicated that the three SGN washing steps in our procedure markedly diminished the RNAs released by blood cells. In summary, to our knowledge, this bulk RNA-Seq database represents the first report of SGN-specific genes showing constant or dynamic expression and it features a large and vast covering depth. A combination of our bulk RNA-Seq and previous single-cell RNA-Seq of SGNs will enable future investigation of SGN gene expression from multiple perspectives. Last, besides the aforementioned RNA-Seq data of SGNs, data are available from one microarray study of SGNs and VGNs covering ages from E12 to P15 (Lu et al., 2011). Interestingly, both the microarray data and our bulk RNA-Seq data show that immune-related genes are overrepresented in SGNs, and thus the functions of these genes warrant further investigation. Different from microarray data, our bulk RNA-Seq can reveal SGN-specific genes because we used HCs and glias as reference. In addition, relative to microarray analysis, RNA-Seq dataset can reveal wider range of gene expression level difference.

### Applications of *Scrt2-tdTomato/+* knockin mouse model

We generated the knockin *Scrt2-tdTomato/+* mouse strain not only because we sought to validate our RNA-Seq data, but also to provide a useful genetic tool for future studies on SGN development and regeneration. For example, attempts to regenerate SGNs from neighboring glial cells are of increasing interest and importance (Noda et al., 2018); but conducting functional patch-clamp studies to validate such attempts requires the precise identification of new SGNs without antibody staining. Therefore, use of a fluorescent protein whose expression is driven by an SGN-specific gene promoter/enhancer can facilitate such studies. For this purpose, *Scrt2* is more suitable than *Parvalbumin* and *Calbindin*, which are expressed both in HCs and SGNs. Previous single-cell RNA-Seq data (Shrestha et al., 2018) and our own *Scrt2* analysis data showed that *Scrt2* is expressed in both Type I and Type II SGNs (Figure 7A–A’’). Thus, regardless of whether new SGNs resemble the Type I or II SGN subtype, the *Scrt2-tdTomato/+* strain can be used as a readout.

Our *Scrt2-tdTomato/+* strain also offers advantages over *Mapt (Tau)-EGFP/+* mice (Jax#: 029219). First, *Mapt-EGFP/+* are knockout mice and EGFP expression replaces Mapt expression (Tucker et al., 2001). However, because we used the 2A-peptide approach to generate *Scrt2-tdTomato/+* mice, Scrt2 expression is intact even in the homozygous background for brighter tdTomato. Second, the EGFP pattern in *Mapt-EGFP/+* mice primarily recapitulates the *Tuj1* (β-tubulin III) pattern. Tuj1 is reported to be only strongly expressed in Type I SGNs at adult ages (Nishimura et al., 2017). Therefore, if the goal is to label as many SGNs as possible with a bright fluorescent protein, particularly from the SGN regeneration perspective, the *Scrt2-tdTomato/+* strain is comparatively more powerful. Note that tdTomato signal was strong in cell body of SGNs but weak in their fiber terminals.

### Potential contributions of *Celf4-iCreER/+* knockin mouse strain to future SGN studies

The Cre/loxP system has been widely used in genetic studies in the inner ear field in the past two decades (Cox et al., 2012). Multiple Cre mouse strains are available, especially in the case of HCs. *Gfi1Cre* (knockout) and *Gfi1-P2A-GFP-CreERT2 (Gfi1-GCE)* knockin mice can be used to perform conditional loss-and-gain of function studies in HCs soon after HCs are formed (Tang et al., 2019; Yang et al., 2010). In the transgenic strain *Atoh1-CreER+*, neonatal cochlear HCs are targeted (Chow et al., 2006). By contrast, knockin strains *Prestin-CreER/+* and *vGlut3-iCreER/+* permit genetic manipulations in cochlear OHCs and IHCs at different postnatal ages (Fang et al., 2012; Li et al., 2018). These powerful tools together allow temporal genetic manipulations to be performed on HCs or specific HC subtypes.

Comparatively fewer SGN-specific CreER tools are currently available. Besides *ShhCre/+* (used in this study), *Neurog1-Cre/+* and *Bhlhe22-Cre/+* lines (Quiñones et al., 2010; Ross et al., 2010), are highly suitable tools for deleting or activating genes in embryonic SGNs (Appler et al., 2013; Yu et al., 2013). However, these are all straight Cre lines, and gene deletion or activation occurs soon after SGN formation without temporal control with tamoxifen. A *Neurog1-CreERT2* transgenic line (Jax#: 008529) is also available, and this can be used for embryonic tamoxifen-mediated temporal control (Koundakjian et al., 2007; Raft et al., 2007). However, in our RNA-Seq analysis, *Neurog1* expression was rarely detected in SGNs at E15.5 and the tested postnatal ages, which suggests that *Neurog1* is turned off after late embryonic ages. Therefore, none of the aforementioned lines can be used to manipulate gene functions starting at postnatal ages and particularly at adult ages.

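*Neurog1* (chromosome 13, 56250478 to 56252163) had 0 counts in 13 of the 15 SGN libraries, where 3 counts would equal between 0.0697 and 0.23 TPM. It had 18 counts in E15.5 replicate 1 and 2 counts in P14 replicate 1. At a count of 0, expression under these limits was not detectable at this depth.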

Unlike the Cre lines mentioned above, *Celf4-iCreER/+* is not very sensitive to the time of tamoxifen injection, and can efficiently target SGNs when tamoxifen is injected at P1/P2, P8/P9, or P30/P31 (Figure 6). We also observed tdTomato+ SGNs when tamoxifen was administered in *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice during embryonic stages (E10.5). Thus, *Celf4-iCreER/+* holds the potential to emerge as a highly valuable tool for temporally manipulating SGN gene function at different ages. Besides *Celf4-iCreER/+*, a BAC transgenic *Mafb-CreER+* line is available that can be used for sparse labeling of SGNs with tdTomato at P25–P27, assuming that tamoxifen is injected around P20 or earlier (Di Meglio et al., 2013; Shrestha et al., 2018). Mafb expression in Type I SGNs gradually decreased during postnatal ages (Yu et al., 2013). *Mafb* expression in Type I SGNs was substantially lower than in Type II SGNs. Therefore, we expected the percentage of Type I SGNs labeled in the *Mafb-CreER+* strain to be smaller than that of Type II SGNs at adult ages. However, our data showed that Type II SGNs were frequently labeled by *Celf4-iCreER/+* at P30 (Figure 7B–B’’). All of the Cre or CreER lines described above, except *Prestin-CreER/+*, are also active in the brain and other tissues. We are not aware of any SGN-specific Cre or CreER line that is exclusive for SGNs and shows no expression in any other mouse tissues.

### What are the functions of SGN-specific genes showing constant or dynamic expression?

We noticed that many of the genes identified in our study were not previously known to be SGN-specific within cochlea. Both *Scrt2* and *Celf4* were expressed in both type I and II SGNs (Shrestha et al., 2018). *Mafb*, one of the genes found here to show dynamic expression, is recognized to control SGN differentiation and normal synaptogenesis between SGNs and IHCs (Yu et al., 2013). Apart from this example, the function of the majority of genes identified in SGNs remains unknown. One of our SGN-specific genes, *Esrrg*, which encodes estrogen-related receptor-γ, is reported to be involved in congenital hearing loss, but the detailed mechanisms underlying its function remain unclear (Schilit et al., 2016). 

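*Esrrg* (chromosome 1, 187608791 to 188214885) was among the constant genes. Its mean TPM in SGNs lay between 81.2 ± 42.2 at E15.5 and 177 ± 25.6 at P1 (SD, n = 3), with 2.22 ± 1.02 in HCs and 3.15 ± 4.27 in glial cells. The log2 fold change of SGNs was 7.14 against HCs (standard error 0.75, limma BH-adjusted p = 6.7e-08) and 5.61 against glial cells (0.67, limma BH-adjusted p = 6.9e-07). The largest fitted change between a pair of ages was 0.98 on the log2 scale, just under 2-fold. *Esrrg* overlaps genes on both strands, so its counts are uncertain.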

Another SGN-specific gene, *Lrrc55* (leucine-rich-repeat containing 55), is detected in SGNs as early as E15.5. 

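*Lrrc55* (chromosome 2, 85162334 to 85197197) had 23.1 ± 9.12 TPM at E15.5 (SD, n = 3), and its mean TPM at the later ages lay between 30.6 ± 14.3 at P30 and 35.2 ± 12 at P14. HCs had 0.296 ± 0.0904 TPM and glial cells 1.18 ± 1.12. Against HCs, the log2 fold change of SGNs was 7.85 (standard error 0.79, limma BH-adjusted p = 3.6e-08). *Lrrc55* overlaps *Gm13713* and *Gm13716* on the opposite strand, so its counts are uncertain.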

Intriguingly, *Lrrc52* (leucine-rich-repeat containing 52) is selectively expressed in Type I SGNs (Shrestha et al., 2018). *Lrrc52*, *Lrrc55*, and other members of this gene family (*Lrrc26* and *Lrrc58*) are involved in the regulation of BK channels (large-conductance calcium- and voltage-activated potassium channels) and in various acoustic information-processing steps (Pyott and Duncan, 2016). For detailed functional validation of these newly identified SGN-specific genes, in vivo genetic studies are necessary. This will be one of our future research directions, and it will be facilitated by our recently established high-throughput CRISPR/Cas9-mediated base-editing (loss-of-function) method (Zhang et al., 2018).

In summary, we have provided a comprehensive high-quality SGN transcriptome database covering five ages, from early embryonic stage (E15.5) to the adult stage (P30) in mice, with deep coverage of a large number of genes. In contrast to other RNA-Seq analyses of SGNs, our study focused on identifying SGN-specific genes exhibiting constant or dynamic expression. Moreover, we generated two knockin mouse strains here: *Scrt2-tdTomato/+* and *Celf4-iCreER/+*; we believe these will serve as useful tools for future studies on inner ear SGNs and on the central nervous system in general.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*ShhCre/+*	Liu et al., 2010	Jackson Lab	stock #: 005622
Strain, strain background (*Mus musculus*)	*Atoh1-CreER+*	Chow et al., 2006	MMRRC	stock #: 029581-UNC
Strain, strain background (*Mus musculus*)	*vGlut3-iCreER/+*	Li et al., 2018	Available upon request from Liu Lab	Please contact ()
Strain, strain background (*Mus musculus*)	*Scrt2-P2A-tdTomato/+*	It is a knockin mouse line where tdTomato can reflect *Scrt2* mRNA expression pattern	Jackson Lab	stock #: 034390 (will be deposited soon)
Strain, strain background (*Mus musculus*)	*Celf4-3xHA-P2A-iCreER-T2A-EGFP/+*	It is a knockin mouse line where HA is tagged at Celf4 protein c terminus. In addition, iCreER and EGFP are controlled by *Celf4* promoter/enhancer	Jackson Lab	stock #: 034391 (will be deposited soon)
RNA extraction kit	PicoPure RNA Isolation Kit	Thermo Scientific	Cat#: KIT0204	Extracting RNA from isolated cells
cDNA generation kit	Ovation RNA-Seq V2	Tecan Genomics	Cat#:7102–32	Converting RNA to cDNA
Library construction kit	Ovation Rapid DR Multiplex System	Tecan Genomics	Cat#: 0319–32	Generating sequencing library with eight samples multiplexing
Digestion enzyme	Protease	Sigma	Cat#: P5147	Digesting inner ear tissues

### Genetic labeling and pre- and post-sequencing quality checks of SGNs, HCs, and glial cells, and library construction

SGNs at different ages were manually picked to guarantee the highest purity of our samples. Manual picking allowed us to not only monitor the tdTomato fluorescence, morphology, and health of the cells, but also avoid picking up cellular debris. The picked cells were washed three times, to maximize sample purity, before loading into lysis buffer. We also used manual picking for one reference-cell population, P8 glial cells. We initially attempted to use FACS to obtain glial cells, but the purity of these cells did not meet our quality criteria. In the case of the second reference-cell population, P12 HCs (both cochlear and vestibular), the samples obtained using FACS met our quality criteria and were thus used.

Three genetic models were used for labeling each cell type with tdTomato. SGNs were genetically labeled with tdTomato by using *ShhCre/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* strain (Figure 1). After microdissection, cochlear tissues were examined under a fluorescence microscope to ascertain whether tdTomato+ cells were limited to the SGN region; this step eliminated any sample exhibiting germ-line leakage of *ShhCre/+*: leakage results in all cells in the inner ear becoming tdTomato+. HCs were genetically labeled with tdTomato by using *Atoh1-CreER+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at P0 and P1 (Chow et al., 2006). Lastly, glial cells and cochlear IHCs were designed to express tdTomato+ by using *vGlut3-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato/+* mice that were administered tamoxifen at P2 and P3 (Li et al., 2018), and only the tissues in the SGN area were dissected out in order to discard tdTomato+ IHCs. We followed the same tissue-digestion and cell-picking protocols as previously described (Li et al., 2018; Liu et al., 2015). PicoPure RNA Isolation Kit (KIT0204, Thermo Scientific) was used to extract RNA. Ovation RNA-Seq V2 (7102–32, Tecan Genomics) and Ovation Rapid DR Multiplex System (0319–32, Tecan Genomics) were used for cDNA conversion and library construction.

The pre-sequencing quality check was performed using qPCR. *Mafb*, *Sox10*, and *Myosin-VI* were selected as genes specific for SGNs, glia, and HCs, respectively, and the criterion applied was that for each cell type, the sample must show at least 30-fold enrichment or depletion in *Mafb*, *Sox10*, and *Myosin-VI*, as exemplified in P8 SGNs (Figure 1D-1F). The qPCR data were statistically analyzed using Student’s *t* test. Supplementary file 2 includes the qPCR primer sequences for each gene. The post-sequencing quality check was performed using additional known genes to verify the quality and purity of the cells. Besides SGN, HC, and glial markers, we evaluated genes covering seven other cell types: inhibitory neurons, catecholaminergic neurons, oligodendrocytes, astrocytes, microglia, choroid plexus cells, and blood cells—as well as housekeeping genes (Figure 2—figure supplement 2). Only samples passing both pre-and post-sequencing checkpoints were included in our study. All mice were bred and raised in SPF-level animal rooms, and animal procedures were performed according to the guidelines (NA-032–2019) of the IACUC of Institute of Neuroscience (ION), Chinese Academy of Sciences.

### Computational analysis of RNA-Seq data

RNA-Seq reads in FASTQ files were mapped to the mouse mm10 genome using STAR (Dobin et al., 2013). Mapped reads were then quantified with featureCounts (Liao et al., 2014) using the mouse gencode.vM15 annotation (Harrow et al., 2012). Inter-group pairwise differential expressions were calculated: genes featuring CPM (counts per million) values of >1 for all the replicates in at least one group were selected to be considered for the subsequent analysis (21,293 out of 52,550, including HC and glia, or 17, 531 excluding HCs and glia).

To filter out SGN-specific genes showing either constant or dynamic expression (Figure 2A and B), the count data were TMM (the weighted trimmed mean of M-values) normalized and pairwise differential expressions were evaluated for all the pairs of groups using the limma package with its voom method (Law et al., 2014). First, SGN-specific genes showing constant expression were defined as genes at the intersection of these four conditions (Figure 2A): 1) differentially expressed between all SGNs and HC, glia (with fold change, FC > 4 and qval <0.01); 2) not differentially expressed between SGNs at different ages (FC < 2), 3) TPM (transcripts per million) values in HC and glia populations were <5; 4) mean TPM value in SGNs was >30. Second, SGN-specific genes showing dynamic expression were extracted according to the following conditions (Figure 2B): 1) a significant difference was found between at least one of the SGN groups and both HC and glia (qval <0.01 and FC > 4); 2) a significant difference was present in at least one paired comparison between different SGN groups (qval <0.05 and FC > 2); 3) maximum mean TPM of SGN group was >75; 4) maximum mean TPM of SGN group was at least 25 times as much as that of HC and glia. The use of relatively less stringent criteria should result in the identification of additional SGN-specific genes showing constant or dynamic expression patterns.

We also analyzed dynamics of SGN genes (CPM > 10 for all replicates in at least one age; 9349 genes) without considering their expression patterns in HC and glia (Figure 3). To classify gene dynamics, they are designated as up-regulated (u), down-regulated (d) or unchanged (-), between one age and the next age (e.g. SGN_E15.5 to SGN_P1). Up or down-regulation is determined based on these values: qval <0.05 and FC >2. Unchanged is determined based on qval >0.1, FC <2 and maximum element-wise FC <4. All other altered genes were designated as ‘noisy’. For simplicity, the noisy genes were included in the unchanged group (Figure 3B). The dynamics for the entire period were classified as the combination of the individual transitions (e.g. ‘u---" indicates up-regulation from E15.5 to P1, following by unchanged expression from P1 to P8, P8 to P14, and P14 to P30). Note that the dynamics here were focused on changes between two neighboring ages (Figure 3C–J). This differs from the dynamics in the context of SGN-specific genes showing dynamic expression patterns, which were defined as genes that exhibited significantly different expression between any of the two compared ages (Figure 2B). Because of this difference, *Celf4* belonged to unchanged (----) category (Figure 3B). However, *Celf4* expression at the adult age (P30) was significantly higher than that at E15.5 (Figure 2C), as also validated by qPCR analysis of *Celf4* (Figure 2D). Therefore, *Celf4* was defined as an SGN-specific gene showing dynamic expression (Figure 2B). Dynamic patterns of each gene (Figure 3B–J) were described in Supplementary file 1.

Last, to find what kind of genes belong to each of the above classified group, gene enrichment analyses (Figure 3K–M) were performed for each dynamic gene group using 1) the top-level HUGO gene groups (Braschi et al., 2019), 2) PANTHER Classification System (Mi et al., 2017), and 3) the Molecular Function component of the Gene Ontology Annotation (Ashburner et al., 2000). Enrichment *p*-value was calculated using hypergeometric distribution. All the raw data of our RNA-seq have been deposited in GEO (Gene Expression Omnibus) under the accession: GSE132925. The read counts of all the genes are available in the file: GSE132925-cochlear-SGN-cnts.txt.gz attached in GEO.

### Generation of *Scrt2-tdTomato/+* and *Celf4-iCreER/+* knockin mouse strains

The *Scrt2-tdTomato/+ mouse was generated by co-injecting a pre-tested sgRNA against Scrt2*, donor DNA (Figure 4—figure supplement 1), and Cas9 mRNA into one-cell-stage mouse zygotes. The *Scrt2* sgRNA sequence used was *5ʹ-Gcctcggcgggcatcccgca-3ʹ.* Detailed donor DNA sequences are available upon request. Junction PCR was used to screen F0 mice, after which the F0 mice were crossed with wild-type C57BL/6 mice for germ-line transition and to produce F1 mice. The F1 mice were further screened using junction PCR and Southern blotting (Figure 4—figure supplement 1D and E). The Southern blotting results confirmed that no random insertion of donor DNA occurred in the mouse genomes; Southern blotting was performed according to our previously described protocol (Li et al., 2018). Tail-DNA PCR allowed us to distinguish wild-type (*+/+*), heterozygous (*KI/+*), and homozygous (*KI/KI*) mice. When primers F2 and R1 were used, the obtained KI PCR amplicon was 894 bp long; conversely, with primers F1 and R1, the obtained wild-type PCR amplicon was of 350 bp long. Theoretically, primers F1 and R1 should generate a 1844 bp band in the KI allele, but because of the short extension time of our PCR protocol, this band was not produced.

To produce the *Celf4-iCreER/+* strain, a pre-tested *Celf4* sgRNA, donor DNA, and Cas9 mRNA were injected into one-cell-stage mouse zygotes. All other procedures were identical to those described above and thus are not repeated here. We selected the gene *Celf4-201* (ENSMUST00000025117.13 in Ensembl website) for gene targeting. *The Celf4 sgRNA sequence used was 5ʹ-tacgggcgattggcgtcttt-3ʹ.* Southern blotting analysis ruled out random insertion of donor DNA into the mouse genomes. When primers F1 and R1 were used, the obtained wild-type PCR amplicon was 471 bp long; with primers F2 and R1, the KI PCR amplicon was 612 bp long. As before, primers F1 and R1 did not successfully produce a 3402 bp amplicon in the KI allele due to the limited extension time of our PCR protocol. All sequences used for the genotyping-PCR primers for the two mouse strains are listed in Supplementary file 2. These two strains will be available at The Jackson Laboratory Repository (http://jaxmice.jax.org/query) under JAX Stock Nos. 034390 and 034391.

### Sample processing, histology and immunofluorescence and RNA in situ hybridization

For lineage-tracing analysis of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato /+* mice, tamoxifen (T5648, Sigma) dissolved in corn oil (C8267, Sigma) was administered at P1/2 or P8/9 at a dosage of 3 mg/40 g body weight, or at P30/31 at a dosage of 9 mg/40 g body weight. Inner ear tissues from embryonic mice or mice younger than P10 were dissected out and fixed in fresh 4% PFA overnight at 4°C. Mice older than P10 were heart-perfused with 1 × PBS and then perfused with fresh 4% PFA, and this was followed by a second fixation in fresh 4% PFA overnight at 4°C. Inner ear tissues were washed three times with 1 × PBS and then either directly used in whole-mount analysis or soaked in 30% sucrose at 4°C overnight, embedded in OCT, cryosectioned at 14 μm thickness, and then examined.

The following primary antibodies were used: anti-Myosin-VI (rabbit, 1:200, Cat#: 25–6791, RRID:AB_10013626, Proteus Bioscience), anti-Mafb (rabbit, 1:300, Cat#: HPA005653, RRID:AB_1079293, Sigma), anti-GFP (chicken, 1:1000, Cat#: ab13970, RRID:AB_300798, Abcam), anti-Sox2 (goat, 1:1000, Cat#: sc-17320, RRID:AB_2286684, Santa Cruz Biotechnology), anti-HA (rat, 1:200, Cat#: 11867423001, RRID:AB_390918, Sigma), anti-Tuj1 (mouse, 1:500, Cat#: 801201, RRID:AB_2313773, BioLegend), anti-Gata3 (goat, 1:200, Cat#:AF2605, RRID: AB_2108571, R and D systems), anti-Map2 (rabbit, 1:400, Cat#: M3696, RRID:AB_1840999, Sigma), and anti-Sox10 (goat, 1:200, Cat#: sc-17342, RRID:AB_2195374, Santa Cruz Biotechnology). All secondary antibodies were purchased either from Thermo Scientific (Molecular Probes) or Jackson ImmunoResearch Laboratory. During the last step of immunostaining, samples were counter stained with Hoechst33342 (1:1000, Cat#: 62249, RRID:AB_2651135, Thermo Scientific) solution in 1x PBS to visualize nuclei. Slides were mounted with Prolong gold anti-fade mounting medium (Cat#: P36930, RRID:SCR_015961, Thermo Scientific). All images were captured using a Nikon NiE-A1 plus or Nikon C2 confocal microscope, and analyzed using Image-J. For detailed inner ear histology protocols, please refer to our previous study (Liu et al., 2010). RNA in situ hybridization was performed according to protocols described previously (Li et al., 2018). The detailed sequence of the RNA probe for each gene was listed in Supplementary file 3.

### Quantification and statistical analysis of tdTomato+ SGNs in *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato /+* mice

To quantify the number of tdTomato+ SGNs in the distinct cochlear turns of *Celf4-iCreER/+; Rosa26-CAG-loxp-stop-loxp-tdTomato /+* mice of different ages, we used a cryosectioning approach (Figure 6 and Figure 6—figure supplement 2D–E’’). To precisely discriminate SGNs in basal, middle, and apical turns, we analyzed only those inner ear cryosection slices that included all three cochlear turns (Figure 6B,E and H, and Figure 6—figure supplement 2D–E’’). For each slice obtained from the same mouse, we determined, per cochlear turn, the number of dual tdTomato+/Tuj1+ (or Map2+ or Mafb+) SGNs, and then normalized these numbers against the total number of Tuj1+ (or Map2+ or Mafb+) SGNs to obtain an averaged percentage of tdTomato+ SGNs. These results are presented as means ± SEM (Figure 6K–M, and Figure 6—figure supplement 2F, n = 3 mouse numbers/age). Statistical analyses were performed using a one-way ANOVA, followed by a Student’s *t* test with Bonferroni correction. GraphPad Prism 6.0 was used for all statistical analyses.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE132925. The following dataset was generated: LiCLiXBiZSuginoKWangGZhuTLiuZ2019RNA-Seq of mouse inner ear SGNs, HCs and GliasNCBI Gene Expression OmnibusGSE132925

# Supplementary material for: Comprehensive transcriptome analysis of cochlear spiral ganglion neurons at multiple ages
**Source:** eLife. 2020 Jan 8;9:e50491. doi: 10.7554/eLife.50491
**Supplement:** Supplementary file 3.

**RNA in situ probe sequences**

**1）Elavl4**

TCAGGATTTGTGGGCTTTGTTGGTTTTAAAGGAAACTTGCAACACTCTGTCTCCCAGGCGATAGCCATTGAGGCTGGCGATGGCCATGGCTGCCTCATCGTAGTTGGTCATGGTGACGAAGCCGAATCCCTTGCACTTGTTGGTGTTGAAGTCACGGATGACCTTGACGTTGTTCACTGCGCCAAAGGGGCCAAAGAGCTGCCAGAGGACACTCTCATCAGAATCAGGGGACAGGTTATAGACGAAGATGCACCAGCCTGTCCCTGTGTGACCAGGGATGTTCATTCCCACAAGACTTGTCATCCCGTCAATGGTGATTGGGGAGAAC

**2）Esrrg**

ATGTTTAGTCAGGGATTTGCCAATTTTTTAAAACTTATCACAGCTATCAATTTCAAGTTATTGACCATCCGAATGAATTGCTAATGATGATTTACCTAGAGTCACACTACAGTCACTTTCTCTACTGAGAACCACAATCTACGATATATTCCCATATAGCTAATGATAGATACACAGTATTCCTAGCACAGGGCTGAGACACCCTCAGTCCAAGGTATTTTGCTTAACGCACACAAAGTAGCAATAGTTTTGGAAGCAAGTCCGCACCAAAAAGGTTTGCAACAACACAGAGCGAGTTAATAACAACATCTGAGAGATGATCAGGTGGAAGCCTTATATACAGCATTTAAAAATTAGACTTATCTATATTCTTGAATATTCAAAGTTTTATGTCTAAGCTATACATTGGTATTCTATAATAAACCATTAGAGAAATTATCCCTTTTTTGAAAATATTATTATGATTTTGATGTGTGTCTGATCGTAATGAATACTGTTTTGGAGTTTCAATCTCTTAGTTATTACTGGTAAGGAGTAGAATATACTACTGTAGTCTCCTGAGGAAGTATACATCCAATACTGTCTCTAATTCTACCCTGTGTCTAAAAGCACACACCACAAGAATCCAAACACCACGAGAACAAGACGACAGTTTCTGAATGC

**3) Scrt1**

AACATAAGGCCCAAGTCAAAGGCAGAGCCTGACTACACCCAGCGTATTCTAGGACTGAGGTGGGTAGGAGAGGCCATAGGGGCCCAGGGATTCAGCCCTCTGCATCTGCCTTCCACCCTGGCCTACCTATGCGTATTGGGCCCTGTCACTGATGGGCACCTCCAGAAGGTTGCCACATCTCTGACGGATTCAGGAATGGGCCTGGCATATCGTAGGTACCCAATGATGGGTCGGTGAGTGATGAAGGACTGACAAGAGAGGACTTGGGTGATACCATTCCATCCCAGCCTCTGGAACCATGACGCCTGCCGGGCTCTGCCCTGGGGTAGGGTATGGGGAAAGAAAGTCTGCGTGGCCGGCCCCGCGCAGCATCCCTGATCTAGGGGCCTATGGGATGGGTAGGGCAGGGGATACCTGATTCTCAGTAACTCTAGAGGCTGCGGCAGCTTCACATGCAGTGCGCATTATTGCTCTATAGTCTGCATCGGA

**4) Scrt2**

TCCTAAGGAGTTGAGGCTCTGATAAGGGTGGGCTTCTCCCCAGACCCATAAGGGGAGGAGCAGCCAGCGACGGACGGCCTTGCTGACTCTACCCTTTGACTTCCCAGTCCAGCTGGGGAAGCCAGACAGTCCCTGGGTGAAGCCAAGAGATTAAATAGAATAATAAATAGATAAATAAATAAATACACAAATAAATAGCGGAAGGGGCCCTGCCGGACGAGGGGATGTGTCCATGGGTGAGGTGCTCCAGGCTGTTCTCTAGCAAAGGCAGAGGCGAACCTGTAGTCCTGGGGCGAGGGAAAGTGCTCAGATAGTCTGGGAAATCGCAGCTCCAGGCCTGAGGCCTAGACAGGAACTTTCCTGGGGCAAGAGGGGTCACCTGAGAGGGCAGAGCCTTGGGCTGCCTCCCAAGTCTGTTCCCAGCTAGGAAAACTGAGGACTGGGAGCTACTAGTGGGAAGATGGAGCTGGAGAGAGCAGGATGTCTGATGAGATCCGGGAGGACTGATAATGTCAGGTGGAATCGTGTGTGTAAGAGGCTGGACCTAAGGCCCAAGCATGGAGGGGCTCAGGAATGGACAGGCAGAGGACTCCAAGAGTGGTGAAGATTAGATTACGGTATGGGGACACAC

**5) Stmn3**

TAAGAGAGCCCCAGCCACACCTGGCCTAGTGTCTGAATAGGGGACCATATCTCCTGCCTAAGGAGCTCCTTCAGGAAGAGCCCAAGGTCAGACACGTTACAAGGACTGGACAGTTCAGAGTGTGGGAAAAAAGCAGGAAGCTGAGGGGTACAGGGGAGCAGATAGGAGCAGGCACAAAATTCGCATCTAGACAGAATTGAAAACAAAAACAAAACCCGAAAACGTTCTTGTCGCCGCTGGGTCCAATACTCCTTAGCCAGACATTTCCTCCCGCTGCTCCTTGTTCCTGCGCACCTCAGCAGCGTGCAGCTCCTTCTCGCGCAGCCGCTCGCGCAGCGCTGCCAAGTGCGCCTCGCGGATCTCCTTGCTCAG

**6) Shox2**

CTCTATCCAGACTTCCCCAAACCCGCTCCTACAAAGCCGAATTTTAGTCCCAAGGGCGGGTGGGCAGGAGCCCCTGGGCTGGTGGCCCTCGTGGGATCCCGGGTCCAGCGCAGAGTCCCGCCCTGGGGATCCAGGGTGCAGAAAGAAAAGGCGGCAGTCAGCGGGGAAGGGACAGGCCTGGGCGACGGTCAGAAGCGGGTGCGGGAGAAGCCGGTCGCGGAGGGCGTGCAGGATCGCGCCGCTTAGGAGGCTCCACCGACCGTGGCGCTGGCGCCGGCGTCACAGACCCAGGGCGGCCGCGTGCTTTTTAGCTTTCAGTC

**7) Gabbr2**

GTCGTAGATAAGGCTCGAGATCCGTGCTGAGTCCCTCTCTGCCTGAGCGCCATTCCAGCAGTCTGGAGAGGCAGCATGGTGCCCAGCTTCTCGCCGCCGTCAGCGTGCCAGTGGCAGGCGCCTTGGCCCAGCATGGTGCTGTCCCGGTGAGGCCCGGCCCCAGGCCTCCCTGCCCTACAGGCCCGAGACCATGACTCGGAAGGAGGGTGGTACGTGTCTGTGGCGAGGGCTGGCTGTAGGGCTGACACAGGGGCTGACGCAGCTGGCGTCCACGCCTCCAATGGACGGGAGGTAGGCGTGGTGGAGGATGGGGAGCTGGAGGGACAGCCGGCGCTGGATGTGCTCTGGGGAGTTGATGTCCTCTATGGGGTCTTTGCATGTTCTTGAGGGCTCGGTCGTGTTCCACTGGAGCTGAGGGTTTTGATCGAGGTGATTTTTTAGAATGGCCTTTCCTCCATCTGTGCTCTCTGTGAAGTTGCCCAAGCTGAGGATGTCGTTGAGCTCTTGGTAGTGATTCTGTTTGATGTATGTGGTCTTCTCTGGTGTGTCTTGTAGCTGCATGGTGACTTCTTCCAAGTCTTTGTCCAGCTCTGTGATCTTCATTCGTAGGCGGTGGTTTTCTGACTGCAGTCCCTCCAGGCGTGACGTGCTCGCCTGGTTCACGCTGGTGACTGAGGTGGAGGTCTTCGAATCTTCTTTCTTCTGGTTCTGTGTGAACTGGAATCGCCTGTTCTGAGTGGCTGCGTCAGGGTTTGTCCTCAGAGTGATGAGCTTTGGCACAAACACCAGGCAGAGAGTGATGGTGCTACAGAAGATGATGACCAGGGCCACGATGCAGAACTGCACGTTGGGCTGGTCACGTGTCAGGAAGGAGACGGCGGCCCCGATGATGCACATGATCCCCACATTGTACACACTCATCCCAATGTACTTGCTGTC

**8) Celf4**

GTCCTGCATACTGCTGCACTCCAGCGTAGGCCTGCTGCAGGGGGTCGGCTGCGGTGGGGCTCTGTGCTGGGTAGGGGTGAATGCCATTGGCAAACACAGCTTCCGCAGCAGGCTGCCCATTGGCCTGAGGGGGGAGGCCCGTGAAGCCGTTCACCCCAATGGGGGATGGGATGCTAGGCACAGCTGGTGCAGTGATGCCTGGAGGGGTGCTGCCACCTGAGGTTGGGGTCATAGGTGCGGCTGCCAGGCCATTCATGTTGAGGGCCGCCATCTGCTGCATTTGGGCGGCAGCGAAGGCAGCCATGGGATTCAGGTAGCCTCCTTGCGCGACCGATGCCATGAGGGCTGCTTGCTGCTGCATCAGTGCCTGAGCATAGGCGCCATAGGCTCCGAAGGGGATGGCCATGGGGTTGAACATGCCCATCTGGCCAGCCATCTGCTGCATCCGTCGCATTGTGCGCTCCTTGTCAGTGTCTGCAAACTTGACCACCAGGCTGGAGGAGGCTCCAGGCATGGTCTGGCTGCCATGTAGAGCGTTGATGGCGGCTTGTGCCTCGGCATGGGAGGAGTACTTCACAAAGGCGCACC

How the deposited data were processed for this re-analysis (not part of the article)

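The measurements are RNA-Seq libraries of 7 groups of mouse cochlear cells, with 3 replicates per group and 21 libraries in all. They are SGNs at E15.5, P1, P8, P14 and P30, HCs at P12 and glial cells at P8. The group of each library was taken from the sample descriptions of the deposit. The labels give between 69 and 195 picked cells per SGN library, between 86 and 125 per glial library and 1200 per HC library, and they describe the HCs as manually picked, where the paper's methods describe sorting.

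The authors mapped the reads to mm10 with STAR, counted them on the genes of GENCODE vM15 with featureCounts and deposited 1 table of counts with a length for each of 52550 genes. Checks of the table found whole numbers in each of the 21 columns and no normalization. The strand, multimapping and pair settings of the counting are not named in the paper's text. Counts between 1 and 20 were even numbers in a median of 67.9% of cases per library, as happens when both reads of a pair are counted, so a count can stand for a single read and not for a fragment. The raw reads were not used here.

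Symbols and positions came from GENCODE M21 on GRCm38. Overlaps between genes were taken from whole gene spans, introns included, without a comparison of exons. A symbol was matched to 52403 genes by the identifier without its version, and 147 genes had none. CT030140.1, a gene of Figure 2B, was among the symbols that could not be matched and was not analysed here. TPM was computed as the count divided by the deposited length, scaled to the same sum in each library. CPM was the count divided by the library's total on genes.

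Libraries held between 10368240 and 37287489 counts on genes, with a median of 20384100. A count of 3 was used as the limit that a count of 0 allows, which equals between 0.0805 and 0.289 CPM. These limits cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. A fold against a group whose libraries were all at or under 3 counts is given against the level of 3 counts. It leaves out the spread of the higher group, so it is not a lower bound.

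The main analysis used the normalization and test that the paper's methods name for the SGN-specific lists, with the thresholds they name for the lists and the categories. Whether the authors' fit for the transitions held the HC and glial libraries is not stated, and here it held the SGN libraries only. Counts were normalized with TMM from edgeR 4.0.16 and fitted with voom, lmFit, contrasts.fit and eBayes from limma 3.58.1 under R 4.3.3, with a mean for each group and no other term. Tests were two-sided with Benjamini-Hochberg (BH) adjustment within each comparison. The SGN-specific lists and the comparisons with HCs and glial cells came from a fit of the 21 libraries and 17531 genes with CPM over 1 in all replicates of at least 1 group. They used a 4-fold change and an adjusted p of 0.01. The 4 transitions between neighboring ages and the categories came from a fit of the 15 SGN libraries and 15113 genes, with a 2-fold change and an adjusted p of 0.05. Categories were given to the 9349 genes with CPM over 10 in all replicates of at least 1 age. The criteria for constant genes included a mean TPM over 30 in SGNs and under 5 in HCs and glial cells. Those for dynamic genes included a highest age mean over 75 TPM and a ratio of at least 25 to HCs and to glial cells.

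Correlations between libraries were Pearson's r of log2(TPM + 1), computed with numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15, with 100000 permutations of the age labels. Tables were handled with pandas 2.3.3 and plots were drawn with matplotlib 3.10.9. Families of ribosomal protein, spliceosome, ion channel and cell adhesion genes were defined by symbol patterns and tested with one-sided Fisher's exact tests. No gene ontology table, HUGO or PANTHER family table, or list of deafness genes was used here. Marker genes were taken from Figure 2—figure supplement 2, and lists of outer hair cell, inner hair cell, Schwann cell myelin, connective tissue and sex genes were written from general knowledge.

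The genes named in the text follow a rule. They are the genes the paper names for its RNA-Seq data, 5 sex genes, and for each transition the 3 largest rises and the 3 largest falls among genes that passed both thresholds, had CPM over 10 in all replicates of one of the ages and had every replicate of one age above every replicate of the other. Results for some of these genes are not reported here. *Pmp22*, *Ocm*, *Slc26a5*, *Hbb-bs*, *Hbb-bt* and *Kcnn1* are named from the marker lists or the ion channel family, after their values were seen.

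Replicate numbers were tested as pairs. For each pair of ages, the deviations of the libraries from their age means were correlated between libraries with the same number. At P14 and P30, libraries with the same number had r values of 0.41, 0.30 and 0.15, each above 0.1. At the other neighboring ages, at least 1 of the 3 numbers lay below 0.1. Among ages that are not neighbors, each r was also above 0.1 at P1 and P14 (0.28, 0.11 and 0.14) and at P8 and P30 (0.41, 0.23 and 0.18). Which ages pass 0.1 depends on the deviations used. With the residuals of the limma-voom fit, over genes with a mean CPM over 10, the r values were 0.53, 0.14 and 0.25 at P1 and P8, each above 0.1, and 0.56, 0.42 and 0.20 at P14 and P30, while at the other neighboring ages at least 1 lay below 0.1. Both kinds of deviations were chosen after the data were seen. With the replicate block, 1273 genes changed from P1 to P8, against 1124 without it. The paper and the labels do not say what the numbers stand for, so the main analysis has no such term and a replicate block was an alternative.

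The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, median-of-ratios factors, library size only, sample quality weights, a replicate block, no CPM filter, and each library left out in turn. For transitions and categories, a further alternative was a fit of only genes with CPM over 10, and for transitions alone, a fit of 6 libraries per transition and no fold-change threshold. For the lists, they were a pooled SGN mean, constancy by test, a TPM limit in every replicate, CPM in place of TPM, and an adjusted p of 0.05. For correlations, they were a pseudocount of 0.1, Spearman's rho and all genes. The families were also tested with edgeR's categories and at a CPM over 20. A fit of the 21 libraries for the transitions and a fit of halved counts were added after the data were seen.

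The steps were tested on simulated data. Counts of 15113 genes were simulated with 3 libraries per age, and 200 genes were given a 4-fold change at the first transition. With limma-voom, 125 of them (62.5%) were recovered and 4 unchanged genes were called. With edgeR's quasi-likelihood test the numbers were 150 (75%) and 10, and with DESeq2 176 (88%) and 39. In another simulation, with 17531 genes in the fit, 32 of 40 constant SGN-specific genes were listed, with 0 other genes. Data from in situ hybridization, qPCR and single-cell studies were not used here.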

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

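The tests of the sources of these transcripts were chosen only after the results were seen. The lists were written from general knowledge.

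Transcripts of Schwann cell myelin genes stood above the HC level in P8 SGNs, and the paper's marker figure covers only 2 of these genes. The median TPM of the 8 genes was 27.4 ± 10.9 in the 3 P8 SGN libraries (SD; range 17.6 to 39.2), against 4.06 ± 4.26 in HCs (1.39 to 8.97). Of the 8 genes, 7 had a mean over 5 TPM in SGNs, and 2 of the 8 are also on the paper's marker lists. The list's median lay between 184 and 274 in glial cells. At the other ages it lay between 3.34 and 6.51 at E15.5, 1.29 and 4.92 at P1, 4.86 and 37.3 at P14 (37.3 in replicate 1) and 0.256 and 3.81 at P30. *Pmp22*, an abundant gene of the list, had 426 TPM in P8 SGNs and 1611 in glial cells. A candidate explanation is glial RNA in the P8 SGN libraries. Of the 422 genes in -u--, 82 (19.4%) were over 4-fold higher in glial cells than in the mean of the 5 SGN ages (limma-voom, BH-adjusted p under 0.01), against 5.63% of the other classified genes (Fisher's exact test, two-sided, BH-adjusted p = 6.08e-20 over 18 tests). If their rise to P8 came from glial RNA, these 82 genes were to fall again by P30, where glial genes stood lower. Their median log2 fold change from P8 to P30 was -2.74, with 75 of the 82 falling and 53 (64.6%) called down, against 0.53 for the other 340 genes, with 10 (2.94%) called down (permutation p = 1e-05, the smallest that 100000 resamples can give). The permutation shuffled genes, and the exact tests counted them, but genes of the same libraries are not independent. These p-values therefore do not measure the spread between libraries. The 82 genes were chosen against the mean of the 5 SGN ages, which favors genes that are low at other ages than P8 and so weakens this test of their fall. The same share in d--- was 17.9% (exact test, BH-adjusted p = 4.55e-11). Part of the -u-- rise may therefore be glial RNA. A transient expression of these genes by SGNs at P8 would give the same fall and remains open, as does RNA carried from glial cells around the picked cells. No biological explanation was tested.

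Transcripts of outer hair cell genes stood above the glial level in P1 SGNs, and the paper does not report them there. The median TPM of the 8 genes was 11.7 ± 2.39 in the 3 P1 SGN libraries (SD; range 9.96 to 14.4), against 5.52 ± 4.38 in glial cells. Glial replicate 1, at 10.6, lay above P1 replicate 1, and glial replicates 2 and 3 had 2.51 and 3.52. Of the 8 genes, 5 had a mean over 5 TPM in SGNs. In HCs the list's median lay between 176 and 243. The most abundant genes were *Ocm*, with 377 ± 21.5 TPM in P1 SGNs, 2520 in HCs and 106 ± 146 in glial cells, and *Slc26a5*, with 42.7 ± 8.71, 532 and 15 ± 20.6 TPM (SD, n = 3). A candidate explanation is RNA of the P12 HC pool in the SGN libraries, which would bring outer hair cell genes at the same share of their HC level as other HC genes. The list's share exceeded the middle 95% of 2000 random lists of 8 HC genes in 8 of the 15 SGN libraries, and the median ratio of its share to that of the 312 HC genes was 4.30. Only after this was seen were the libraries divided. The share exceeded the limit in 6 of 6 P1 and P8 libraries, which argues against the P12 HC pool as the whole source there. In the E15.5, P14 and P30 libraries it did so in 2 of 9, P14 replicate 1 and P30 replicate 1, and there the HC pool and other sources cannot be told apart, since the list's share in the other 7 libraries lay within the limit. RNA of hair cells of another age or composition, low expression in SGNs and a difference by age remain open and were not tested.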

How the results depend on the processing

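The alternatives were chosen before the data were examined, apart from the fit of all 21 libraries for the transitions and the halved counts, which were chosen after seeing the data. A count of genes is described as moved when it left the range within 1.5 times its value under limma-voom with TMM, and an untested value when it moved by more than 1 SD. For each moved result below the cause was not tested, except that the fits of 6 libraries and the fits without 1 library hold fewer libraries.

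The 7604 genes unchanged across the 4 transitions (7408 to 8031 under those alternatives chosen at the start that kept every library, and 7465 to 8159 with 1 library left out) and the 1666 genes in the 8 dynamic categories (1219 to 2088 with 1 library left out) did not move under any setting for which they were computed. Neither did the 4694 genes differing between SGNs and HCs. With 9349 genes classified, the 7604 could not leave their range upward, so their staying within it says little. The difference in mean r within and between ages stayed positive and passed its permutation test under each setting. Among the unchanged genes, the share that passed between E15.5 and P30 lay between 30.8% and 34.2% under the 6 other settings for which it was computed. With median-of-ratios factors inside limma-voom and with halved counts, none of the counts of genes moved. Without a fold-change threshold, which was computed for the transitions only, their 4 counts did not move. The 2 lists did not move with a pooled SGN mean, constancy by test, or an adjusted p of 0.05 against HCs and glial cells.

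Sample quality weights gave 552 genes from E15.5 to P1, 174 from P8 to P14 and 110 from P14 to P30, and 200 genes in u---, 149 in d---, 49 in uu--, 16 in ud-- and 29 in -uu-. They also gave 14 constant genes and 2017 genes differing between SGNs and glial cells. With edgeR's quasi-likelihood test there were 649 genes from P1 to P8 and 34 from P8 to P14, with 254 in -u--, 171 in -d--, 18 in ud--, 14 in dd-- and 3 in -uu-. DESeq2, which made the most false calls on simulated data, gave 219 genes from P8 to P14, 97 from P14 to P30 and 24 in ud--. The replicate block gave 146 genes from P8 to P14 and 23 from P14 to P30. The fits of 6 libraries gave 453 genes from E15.5 to P1, 52 from P8 to P14 and 2 from P14 to P30.

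With library size only as the scaling, -u-- held 272 genes, -d-- 505, uu-- 68, dd-- 71 and -uu- 4. This scaling also turned the balance of rises and falls at the first 2 transitions, and widened it at the third, where falls outnumbered rises under TMM too. From E15.5 to P1, 569 genes rose and 649 fell, 46.7% rising against 61.5% with TMM. From P1 to P8, 421 rose and 760 fell, 35.6% against 57.7%. From P8 to P14, 19 rose and 54 fell, 26% against 46.9%. Under it, the median log2 fold change of all 15113 genes was -0.23 from P1 to P8 and -0.13 from P8 to P14, so rises and falls at these transitions are relative to the scaling. Under TMM these medians were -0.01 and -0.02. Single libraries turned the balance too. From E15.5 to P1, 825 genes rose and 947 fell without E15.5 replicate 2 (46.6% rising), 469 rose and 487 fell without E15.5 replicate 3 (49.1%), and 580 rose and 572 fell without E15.5 replicate 1 (50.3%), while the share rising lay between 58.5% and 69.3% with any other library left out. From P1 to P8 it lay between 51.5% and 65% with 1 library left out. From P8 to P14, rises outnumbered falls without any 1 of the P14 libraries, with 31 against 23 without replicate 1, 22 against 19 without replicate 2 and 18 against 10 without replicate 3. At this transition edgeR's quasi-likelihood test gave 6 rises and 28 falls, DESeq2 72 and 147, and no fold-change threshold 68 and 53. From P14 to P30, DESeq2 gave 22 rises and 75 falls and sample quality weights 41 and 69. The replicate block gave 15 rises and 8 falls there, and no CPM filter 10 and 5.

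Without the CPM filter there were 15 genes from P14 to P30, 161 in d---, 62 in uu-- and 21 in dd--. With only genes over 10 CPM in the fit there were 129 genes from P8 to P14, 17 from P14 to P30, 58 in dd-- and 27 in -uu-. The fit of all 21 libraries gave 16 genes from P14 to P30, 178 in d---, 27 in ud-- and 21 in dd--. For the lists, a TPM under 5 in every HC and glial replicate left 11 constant genes, and CPM in place of TPM gave 110 dynamic genes. CPM in place of TPM also raised the mean number of genes over 10 to 8867. The mean r between SGNs and HCs was 0.492 with a pseudocount of 0.1 and 0.768 with all genes, and that between SGNs and glial cells was 0.755 with all genes.

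With 1 library left out in turn, the genes changed from E15.5 to P1 numbered from 688 (without P1 replicate 2) to 1772 (without E15.5 replicate 2), and those from P1 to P8 from 652 (without P1 replicate 1) to 1235 (without E15.5 replicate 2). From P8 to P14 they numbered from 28 (without P14 replicate 3) to 110 (without E15.5 replicate 3). From P14 to P30 they numbered from 1 (without P14 replicate 1 or 2 or P30 replicate 3) to 30 (without P14 replicate 3). The u--- category held from 282 (without P1 replicate 2) to 537 genes (without E15.5 replicate 2), -u-- from 217 (without P1 replicate 1) to 459 (without E15.5 replicate 3) and -d-- from 195 to 343 (without the same libraries). The d--- category held from 145 (without P1 replicate 2) to 563 (without E15.5 replicate 2) and uu-- from 72 (without E15.5 replicate 3) to 122 (without P8 replicate 1). The dd-- category held from 19 (without P8 replicate 2 or 3) to 54 (without E15.5 replicate 2) and -uu- from 6 (without P8 replicate 1) to 21 (without E15.5 replicate 1 or 3). The mean r between SGNs and glial cells lay between 0.564 (without glial replicate 1) and 0.624 (without glial replicate 3). Not moved were ud-- (30 to 44 genes), the constant genes (20 to 28) and the dynamic genes (56 to 80).

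Of 74 results on named genes and gene families, 27 lost their call under at least 1 setting and 2 gained one, in 141 and 10 of the values, and 0 reversed. *Esrrb* gained its call under 7 settings and with P1 replicate 1 or P14 replicate 3 left out. Its BH-adjusted p-values over the settings lay between 3.9e-08 under DESeq2 and 0.27 under limma-voom with sample quality weights. Beside the losses given at their claims, *Celf4* lost its call between SGNs and glial cells under sample quality weights (limma BH-adjusted p = 0.0403), the highest of the settings, of which the lowest was DESeq2 (BH-adjusted p = 2e-12).

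On simulated counts with 3 libraries per age, limma-voom recovered 62.5% of 4-fold changes, so the number of genes called at a transition is not a count of every change. Other numbers of libraries were not simulated, and whether more libraries would raise the 81 and 9 genes of the last 2 transitions was not tested. At an unadjusted p under 0.05, 1735 genes passed from P8 to P14 and 990 from P14 to P30.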

Differences from the paper's values

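The category d--- held 279 genes, where the paper has about 180 in Fig. 3F, read by eye. Of the alternatives set before the data were examined, edgeR's quasi-likelihood test (202), sample quality weights (149), no CPM filter (161) and the fits without E15.5 replicate 3 (266), P1 replicate 1 (224), P1 replicate 2 (145), P1 replicate 3 (212), P8 replicate 3 (267), P14 replicate 2 (262), P30 replicate 2 (266) or P30 replicate 3 (248) came within 1.5 times this value. The others did not. The category ud-- held 41 genes, where the paper's value is 27. The alternatives set before the data were examined that came within 1.5 times were edgeR's quasi-likelihood test (18), DESeq2 (24), median-of-ratios factors (40), no CPM filter (31) and the fits without E15.5 replicate 1 (40) or 3 (30), P1 replicate 1 (31) or 2 (32), P8 replicate 1 (36), 2 (30) or 3 (33), or P30 replicate 2 (40) or 3 (40). Library size only (43), sample quality weights (16), the replicate block (44), the fit of genes over 10 CPM (46) and the other fits without 1 library did not. The category dd-- held 35 genes, where the paper has about 21 in Fig. 3I, read by eye. The alternatives set before the data were examined that came within 1.5 times were edgeR's quasi-likelihood test (14), no CPM filter (21) and the fits without E15.5 replicate 1 (30), P1 replicate 1 (22), 2 (23) or 3 (28), or P8 replicate 1 (29), 2 (19) or 3 (19). The others did not.

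A fit of all 21 libraries, chosen after seeing the values, closed the gap for these 3 categories, with 178 genes in d---, where the paper has about 180 in Fig. 3F, read by eye, 27 in ud--, where the paper's value is 27, and 21 in dd--, where the paper has about 21 in Fig. 3I, read by eye. It also gave 8036 unchanged genes, 370 in u--- and 226 in -d--, where the paper's values are 8047, 371 and 226, and 341 in -u--, 83 in uu-- and 11 in -uu-. The paper's methods do not say which libraries were in the fit for the categories.

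The paper places *Esrrb* among the genes that rise from E15.5 to P1 and then stay. Here its rise did not pass (limma BH-adjusted p = 0.068). It passed under edgeR's quasi-likelihood test (BH-adjusted p = 0.0015), DESeq2 (BH-adjusted p = 3.9e-08), the replicate block (limma BH-adjusted p = 0.02), no CPM filter (limma BH-adjusted p = 0.025), the fit of genes over 10 CPM (limma BH-adjusted p = 0.03) and the fits without P1 replicate 1 (limma BH-adjusted p = 0.027) or P14 replicate 3 (limma BH-adjusted p = 0.041). It also passed in the fit of all 21 libraries (limma BH-adjusted p = 0.0103) and with halved counts (limma BH-adjusted p = 0.0454), both chosen after seeing the values.

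The constant list had 18 genes in common with Figure 2A. *Irx1*, *Sertm1* and *Slitrk3* were among those listed only here, and *2900011O08Rik*, *Ache* and *Scrt1* are listed only in the paper. The dynamic list had 63 genes in common with Figure 2B. *2900011O08Rik*, *Gm20063*, *Gng3* and *Scrt1* were listed only here, and *Ina*, *Sertm1*, *Shox2* and *Stmn2* are listed only in the paper. The paper's methods give 21293 genes with CPM over 1 in all replicates of at least 1 group with HCs and glial cells, and 17531 without them. Here the same limits gave 17531 and 15113.

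The paper describes the spliceosome genes as enriched among unchanged genes and the cell adhesion genes as enriched in -d--. With families taken from gene symbols, neither passed (Fisher's exact tests, one-sided, BH-adjusted p = 0.0672 and 0.179). The paper counts 9 patterns with more than 10 genes, where 12 were found here.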

Other observations

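The tests of glial replicate 1 and of the rise of *Cdh23* and *Cib2*, and the simulation of the counts around P1, which replaced a form that could not have given another outcome, were chosen only after the results were seen. The splits, the connective tissue list, and the drawn-down depth were set before their results were seen, on patterns found in the same libraries.

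Other splits of the libraries were fitted in the same way as the real groups. For each of the 4 transitions, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. With 10 splits, the share cannot fall below 10%, so chance cannot be told apart by this count. From E15.5 to P1 and from P1 to P8 the other splits gave 0 genes, with 770 to 1939 and 294 to 1243 at an unadjusted p under 0.05. From P8 to P14 the largest other split gave 2 genes, and from P14 to P30 it gave 4. The replicate numbers pair the P14 and P30 libraries, and the real split parts the 3 pairs. Among the other 9 splits, the 3 that also part 3 pairs gave 0 genes, with 146 to 309 at an unadjusted p under 0.05, where the real split gave 9 and 990. The 6 that part 1 pair gave at most 4 genes, with 202 to 896 at an unadjusted p under 0.05. With the replicate block, 23 genes passed at this transition. For the 8 dynamic categories, 2 of 100 splits of the 15 SGN libraries, the real one included, gave at least 1666 genes, and the other gave 2223. For the comparison of SGNs with HCs, 1 of 100 splits, the real one, gave as many genes, and the largest other split gave 200. Against glial cells, 1 of 100 splits gave as many, and the largest other gave 380. For the constant list, 1 of 100 splits gave as many genes. For the dynamic list, 2 of 100 did, the real one included, and the largest gave 163.

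Replicate 1 of the P1, P8, P14 and P30 SGNs deviated from its age mean in the same way at these 4 ages. The mean r of these deviations was 0.37 for replicate 1, 0.16 for replicate 2 and 0.14 for replicate 3. With every library drawn down to the smallest total, it was 0.36 for replicate 1, which argues against deeper sequencing. *Hbb-bs* and *Hbb-bt* were also found only in replicate 1 of E15.5, P1, P8 and P30 among SGNs. Connective tissue RNA is a candidate explanation. A list of 12 connective tissue genes, of which 1 had a mean over 5 TPM in SGNs, stood higher in replicate 1 than in replicates 2 and 3 by a median log2 difference of 1.66. The middle 95% of 10000 random lists of the same size and expression lay between -0.18 and 0.34, and replicate 1 was highest in 44 of 48 pairs of gene and age by CPM and in 42 by TPM. The most abundant gene was *Lum*, with 37.6 TPM in P1 replicate 1 and 90.8 in P8 replicate 1. The list's median was at most 3.79 TPM in SGN libraries, so such RNA may be a small part of each library. It lay between 11.3 and 17.6 in glial cells and between 0.711 and 2.17 in HCs. A difference in dissection or in animals between replicates remains open, and no biological explanation was tested.

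Glial replicate 1 lay closer to the SGNs than the other glial libraries. SGN RNA in this library is a candidate explanation. Over 67 genes with a TPM over 50 in P8 SGNs and more than 50 times the level in HCs, the median share of the P8 SGN level was 10.5% in glial replicate 1 (middle 50% of genes, 6.29% to 15.1%), 1.16% in replicate 2 and 0.526% in replicate 3. The median TPM of the paper's 4 SGN markers was 15.8, 1.19 and 0.734 in these libraries. A fold between SGNs and glial cells may therefore be too small, and without glial replicate 1 the constant list had 28 genes and the dynamic list 80. A real difference between the animals remains open, and no biological explanation was tested.

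*Cdh23* and *Cib2* rose from E15.5 to P1, and HC genes were frequent among the genes that rose. In u---, 34 genes (7.31%) were higher in HCs, against 3.71% of the other classified genes (Fisher's exact test, two-sided, BH-adjusted p = 0.00141 over 18 tests). The share was also raised in categories that fell. It was 7.53% in d--- (21 genes) and 7.38% in -d-- (22 genes), with BH-adjusted p = 0.00888 for each in the same exact tests. A raised share was thus not particular to genes that rose to P1, and it cannot decide the source of their rise. Hair cell RNA in the P1 libraries is a candidate explanation. The rise of *Cib2* equalled 18.8% of its HC level and that of *Cdh23* 6.16%, where the 312 HC genes had a median of 0.628% and a middle 95% from -17.4% to 12.6%. *Cib2* lay above this range and *Cdh23* inside it, and both lay above the median. The range is a spread over genes and not the error of a common share of HC RNA. By it, hair cell RNA and expression in SGNs cannot be told apart for the 2 genes together. The genes overlap others on the opposite strand, which adds to this limit. The paper states that a single-cell study of SGNs also found both genes.

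Both transitions on either side of P1 share the P1 libraries, so noise in these could place genes in ud--. Counts were simulated with no change after P1 in the genes that rose to it, no change before P1 in the genes not called there, and the other fitted changes kept, so that no gene rose to P1 and then fell. The noise was drawn independently for each gene and library. In 20 simulations, ud-- held 2 to 10 genes, where 41 were observed. The simulated counts gave 914 to 1003 genes falling from P1 to P8, where 476 were observed, so the adjustment did not keep falls from being called. They also gave 922 to 1017 genes rising, where 648 were observed. The simulation thus did not match the data at this transition. Noise as simulated gave fewer ud-- genes than observed, but this sets no limit on how many of the 41 come from noise. With 1 library left out, ud-- held 30 to 44 genes. Noise common to many genes of the P1 libraries was not simulated and remains open, as does a real change with age.

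Other marker lists gave values that belong to no claim. The median TPM of 4 inner hair cell genes, of which 2 had a mean over 5 TPM in SGNs, lay between 0.306 and 25.2 in SGN libraries, the highest being P14 replicate 1, between 287 and 323 in HCs and between 11.7 and 14.8 in glial cells. That of the 3 housekeeping genes lay between 203 and 790 in SGN libraries. For the 5 sex genes, both *Xist* and Y-linked genes were counted in most libraries, as pools of both sexes would give. The mean TPM of *Xist* in SGNs lay between 10.95 ± 6.86 at P30 and 61 ± 49.3 at P1 (SD, n = 3). E15.5 replicate 1 had 1.58 TPM of *Xist* and 11.7 of *Ddx3y*, and glial replicate 3 had 2.6 and 11.4. Glial replicate 2 had 137 TPM of *Xist* and 0.169 of *Ddx3y*, and HCs had 306 ± 23.1 and 1.46 ± 0.547. The sex of the animals is not given in the labels, and no biological explanation was tested.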
